# Igf1 and Pacap rescue cerebellar granule neurons from apoptosis via a common transcriptional program

**DOI:** 10.1038/cddiscovery.2015.29

**Published:** 2015-09-07

**Authors:** B Maino, V D’Agata, C Severini, MT Ciotti, P Calissano, A Copani, Y-C Chang, C DeLisi, S Cavallaro

## Abstract

A shift of the delicate balance between apoptosis and survival-inducing signals determines the fate of neurons during the development of the central nervous system and its homeostasis throughout adulthood. Both pathways, promoting or protecting from apoptosis, trigger a transcriptional program. We conducted whole-genome expression profiling to decipher the transcriptional regulatory elements controlling the apoptotic/survival switch in cerebellar granule neurons following the induction of apoptosis by serum and potassium deprivation or their rescue by either insulin-like growth factor-1 (Igf1) or pituitary adenylyl cyclase-activating polypeptide (Pacap). Although depending on different upstream signaling pathways, the survival effects of Igf1 and Pacap converged into common transcriptional cascades, thus suggesting the existence of a general transcriptional program underlying neuronal survival.

## Introduction

Neuronal apoptosis represents an intrinsic suicide program by which a neuron orchestrates its own destruction. It is characterized by specific morphological and biochemical events, including fragmentation of nuclear DNA, breakdown of the cellular cytoskeleton and the bulging out of the plasma membrane (blebbing), which may lead to the detachment of the so-called apoptotic bodies.^1^ During normal nervous system development, physiologically appropriate neuronal loss contributes to a sculpting process that removes approximately one-half of all neurons born during neurogenesis.^2^ Neuronal loss subsequent to this developmental window is physiologically inappropriate for most systems and can contribute to neurological deficits, for example, neurodegenerative diseases such as Alzheimer's and Parkinson disease.^3^ Hence, elucidating the molecular mechanisms underlying neuronal apoptosis may contribute to understanding the basis of developmental biology and human neuropathology.

Cerebellar granule neurons (CGNs) are the most abundant neuronal cell type in the mammalian brain and are used as a model, either *in vivo* or *in vitro*, to study neuronal apoptosis.^4,5^ Loss of neurotrophic supply and/or activity-dependent survival signals can induce apoptosis in CGNs. The relative contribution of these components correlates to the neuronal type and age. During early stages of postnatal development, it is assumed that apoptosis of granule cells reflects the failure of these neurons to obtain adequate amounts of specific neurotrophic factors.^4^ In the adult, mossy-fiber axotomy is followed by apoptosis of CGNs, highlighting the crucial role of afferent inputs on the survival of these cells.

Primary cultures of CGNs have been extensively utilized to examine the signal transduction mechanisms underlying neuronal apoptosis. In this *in vitro* paradigm, CGNs undergo rapid apoptotic cell death within 24 h after the removal of serum and lowering of extracellular potassium from 25 to 5 mM.^5^ The apoptotic process requires protein transcription and synthesis, becoming irreversible after the first 6 h following its induction.^6^ Before this ‘commitment point’, CGNs can be rescued by the activation of specific signal transduction pathways or by the treatment with specific neurotrophic factors. In our previous studies, we identified two important growth factors capable of preventing apoptosis of CGNs: insulin-like growth factor-1 (Igf1)^5^ and pituitary adenylyl cyclase-activating polypeptide (Pacap).^7^ The survival effects of these growth factors are mediated by different receptors and intracellular second messengers.^5,7^ Although these signaling pathways converge into the nucleus and regulate gene expression, the transcriptional program underlying neuronal survival is still unknown. In the present work, we carried out whole-genome expression profiling to investigate the rescue effects of Igf1 and Pacap in CGNs and identified crucial genes and pathways at the intersection of neuronal apoptosis and survival.

## Results

### Induction of apoptosis and rescue by Igf1 and Pacap

CGNs undergo apoptotic cell death after the removal of serum and lowering of extracellular potassium from 25 to 5 mM,^5^ and can be rescued by Igf1^5^ and Pacap treatments.^7^ To confirm this in our *in vitro* paradigm and select the doses of Igf1 and Pacap having similar efficacy, we used three diverse methods to assess apoptosis and survival. Neuronal viability was assessed by counting the number of intact nuclei, whereas determination of oligonucleosomes generated by cleavage of nuclear DNA was performed with enzyme-linked immunosorbent assay (ELISA) and electrophoresis on a microchip device (Figures 1a–c). Forty-eight hours after the induction of apoptosis, neuronal viability of CGNs was ~32% of control and DNA fragmentation increased 3.5-folds (Figures 1a and b).

Treatment with Igf1 or Pacap prevented most of CGNs from undergoing apoptosis and the maximal efficacy reached by 3.26 pm Igf1 was similar to that obtained with 100 nm Pacap (Figures 1a–c).

### Whole-genome expression changes underlying apoptosis and survival

By using oligonucleotide microarrays, we monitored whole-genome expression profiles of CGNs after induction of apoptosis and following rescue by a maximal effective dose of Igf1 (3.26 pm) or Pacap (100 nm). 

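CGNs kept for 6 days in vitro were left for 6 h in serum-free medium with 25 mM KCl (K25) or were switched to 5 mM KCl (K5), which takes away the depolarization that keeps them alive. The K5 cultures received no factor, Igf1 or 100 nM Pacap, with 4 biological replicates per condition and 1 array per replicate. The dose of Igf1 is 3.26 pM in the paper and 25 ng/ml in the sample labels. By the mass of mature Igf1, 25 ng/ml is close to 3.26 nM, so that the figures agree but for the prefix, and the files do not settle which was used. Cy3-labeled cRNA was hybridized to 1-color Agilent Whole Rat Genome arrays. For each spot the authors deposited the GenePix intensity with the local background already subtracted, the percentage of saturated pixels and the signal-to-noise ratio, without flags and without normalization between arrays. The intensity of K25 replicate 1 is the mean of the spot's pixels and that of the other arrays the median. Each array carries 41012 probes on 43379 spots, because 263 probes are printed on 10 spots, and the spots of a probe were averaged. The 75th percentile of the intensity over the probes had a median of 563.5 on the K25 arrays, 469.5 on the K5 arrays, 410.5 on the Igf1 arrays and 326.5 on the Pacap arrays.
The signal-to-noise ratio fell into separate levels. The median over the probes of an array lay between 288 and 328 on the 4 Igf1 arrays, between 250 and 310 on 3 of the 4 K5 arrays (replicates 2 to 4) and between 282 and 318 on 3 of the 4 Pacap arrays (replicates 1 to 3). It did not exceed 4.75 on the 4 K25 arrays, on K5 replicate 1 or on Pacap replicate 4. Over all 24 arrays of the series, of which 8 are of conditions that the paper does not report, the SD of the background that the ratio implies was 0.493 to 0.504 intensity units at the high level and 37.6 to 102 at the low level. A ratio over 10 was reached by 64.7% to 87.6% of the 153 negative control spots on the arrays of the high level and by at most 2.61% on those of the low level. The level is therefore taken as a technical batch. The main values below are not adjusted for it, and fits with the level as a block or within a level are named where they are given.

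**Figure D1:**
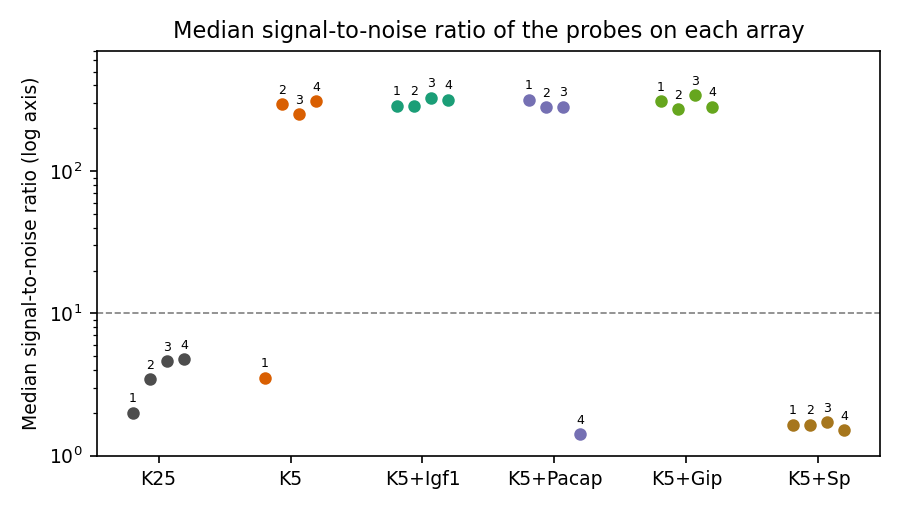
Median signal-to-noise ratio over the probes of each array, on a logarithmic axis, by condition. Each point is 1 array and the dashed line marks the filter's ratio of 10; the K25 arrays, K5 replicate 1 and Pacap replicate 4 lie below it.

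Intensities of the 16 arrays were quantile normalized between arrays, set to 1 where lower, and taken to log2. The paper's text does not name a normalization. The deposited value table of the series equals the log2 intensity minus the array's 75th percentile and each probe's median (r of at least 0.9996 with the scanner values of every array), and it was used as an alternative. Pearson's r between replicates, across the filtered probes, was 0.838 to 0.923 in K25, 0.789 to 0.852 in K5, 0.894 to 0.915 with Igf1 and 0.755 to 0.820 with Pacap. The first principal component of the 16 arrays held 17.1% of the variance, with the K25 arrays and K5 replicate 1 at scores of 47.6 to 116 and the others at 2.46 or lower. Conditions were compared with limma's moderated test on 1 linear model of the 16 arrays, with Benjamini-Hochberg adjustment per comparison and an adjusted p under 0.05 as the threshold. The number of arrays limits the precision of every value. In simulated data, 59.1% of probes moved by 2 on the log2 scale were called for Igf1 against K5, 17.9% of those moved by 1 and 1.49% of those moved by 0.5.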

To exploit the comprehensiveness of our data, we investigated changes on the level of individual genes and in functional gene groups.

### Identification of differentially expressed genes

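After 6 h in K5, 614 of the 29892 probes kept by the quality filter had passed the threshold against K25, 397 with a higher level in K5 and 217 with a lower level. Without adjustment, 4045 probes had a p under 0.05. Over the alternatives the count ran from 129, with the methods' t-test on the same values and Benjamini-Hochberg adjustment, to 1212, with a test of equal variances on the authors' value table that was chosen after the values were seen. With the signal-to-noise level as a block in the fit, 214 probes passed. Within the low level, where K5 is represented by replicate 1 and K25 by all of its arrays, 374 probes passed, with the lone K5 array assumed to vary like the other groups. No K25 array has the high level, so no value can be given within it. The count was 407 without K5 replicate 4 and 408 without K25 replicate 3.
Asb2 (probe A_44_P530131) had a log2 level of 10.86 ± 0.27 (SD, n = 4 arrays) in K5 and 8.22 ± 0.07 in K25, a log2 fold change of 2.64 (standard error 0.15, adjusted p = 1.11e-06). Gadd45g rose from 10.95 ± 0.10 to 13.55 ± 0.25, a log2 fold change of 2.60 (adjusted p = 3.12e-06). Both passed under each of 18 alternatives. Named probes past the threshold whose arrays of the 2 groups do not overlap were ranked by their change. The other probes among the 5 largest rises, Vom2r18, Tox2 and Htr4, were not above the negative control spots on any K25 array. Their level there was therefore taken as the higher of the probe's own value and the lowest value of a probe above those spots, array by array. This gives at least 1.01-fold for Vom2r18 and at least 1.03-fold for Tox2, and no fold for Htr4. Vom2r18 and Tox2 were above the negative controls on only 1 of the 4 K5 arrays each, so that even these bounds are uncertain. Of the 8 fits that leave out 1 array, the calls of Tox2 and Htr4 held in 2 each and that of Vom2r18 in all. The 5 largest falls were those of Pthlh (-2.37), Fam43a (-2.30), Igfbp3 (-2.24), Nr4a3 (-2.09) and Pde4b (-2.07), given as log2 fold changes, with adjusted p between 4.84e-06 and 4.80e-04. Pthlh fell from 12.71 ± 0.24 to 10.34 ± 0.21 and Igfbp3 from 13.11 ± 0.11 to 10.87 ± 0.40.

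**Figure D2:**
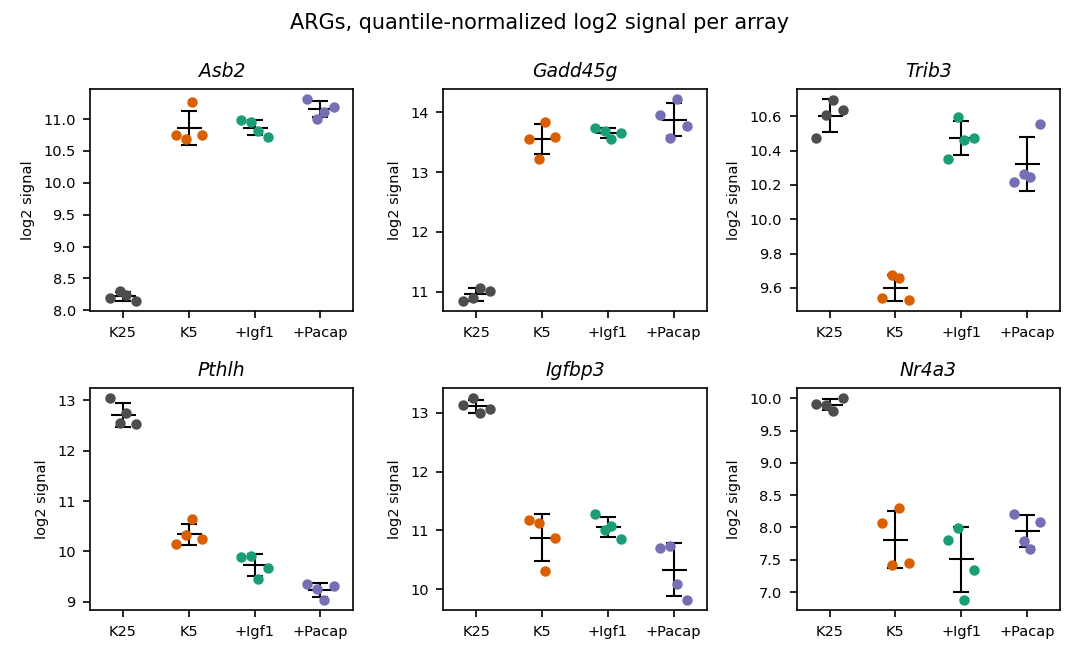
Log2 level, after quantile normalization, of 6 ARGs in K25, K5, K5+Igf1 and K5+Pacap. Each point is 1 array, and the bar with its error is the mean ± SD of 4 arrays; the K5 arrays of Asb2 and Gadd45g lie above all of their K25 arrays, and those of Pthlh and Igfbp3 below.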

When gene expression profiles in control CGNs (K25) were compared with those of CGNs 6 h after induction of apoptosis (K5), 1212 genes, operationally defined as ‘Apoptotic Related Genes’ (ARGs), showed significant changes of gene expression (Figures 1d and e). By comparing gene expression profiles in CGNs 6 h after induction of apoptosis (K5) with those of apoptosis-rescued CGNs by treatment with Igf1 and Pacap, 1535 genes were found to be differentially expressed and were operationally defined as ‘Survival Related Genes’ (SRGs; Figures 1d and e). Among these, 968 and 1315 genes were differentially expressed after treatment with Igf1 and Pacap, respectively (Figure 1e).

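Against K5, 1082 of the filtered probes passed the threshold with Igf1, with Pacap or with both. Over the alternatives this count ran from 78, with Welch's t-test between groups, to 1679, with an analysis of variance with equal variances that was chosen after the values were seen. With the signal-to-noise level as a block it was 1005, and among the arrays of the high level, 3 of K5, 4 of Igf1 and 3 of Pacap, it was 193. Without K5 replicate 2, 3 or 4 it was 643, 603 and 502. Of these SRGs, 1049 (97.0%) had log2 fold changes of the same sign with Igf1 and with Pacap, where unchanged groups simulated against the same K5 arrays gave 82.7% for as many top probes.

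**Figure D3:**
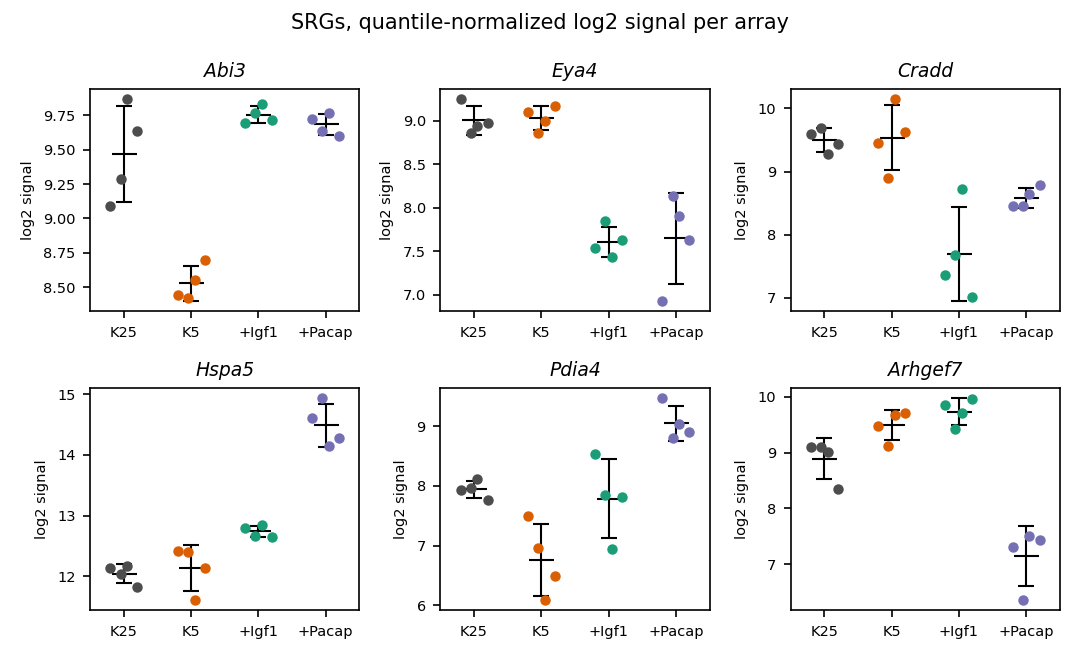
Log2 level, after quantile normalization, of 6 SRGs in K25, K5, K5+Igf1 and K5+Pacap. Each point is 1 array and the bar with its error is the mean ± SD of 4 arrays; Abi3 lies higher and Eya4 lower with both factors than in K5, while Hspa5, Pdia4 and Arhgef7 differ from K5 with Pacap.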

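Of the SRGs, 39 probes passed with Igf1 (19 higher and 20 lower than in K5) and 1072 with Pacap (395 higher and 677 lower). At an unadjusted p under 0.05 the numbers were 4535 and 6037. The Igf1 count depended on the setting. In limma it was 0 when each array was only set to a common median (3750 at an unadjusted p under 0.05) and with the replicate number as a block (4675), 175 with an offset of 50, 185 with all 6 groups in the fit, 210 over the probes above the negative controls, 215 with numbers 1 and 2 against 3 and 4 as a block and 401 with array weights. An analysis of variance with equal variances and Tukey's test, chosen after the values were seen, gave 969 on the authors' value table and 983 on quantile-normalized values. It was 98 without K5 replicate 1, 6 without K5 replicate 2, 4 without K5 replicate 3 and 1 without K5 replicate 4. It was 0 without Igf1 replicate 1 or 2 (3940 and 3626 probes at an unadjusted p under 0.05), 7 without replicate 3 and 23 without replicate 4. Among the arrays of the high signal-to-noise level, 27 probes passed with Igf1 and 191 with Pacap. In 50 simulations of unchanged groups, with each probe's spread as measured in each group, limma called 27.2 probes with Igf1 (10 to 51) and 116 with Pacap (72 to 162), so that the Igf1 count lies within the simulated range and the Pacap count above it. These simulations take SDs of 4 arrays as the true spreads, which can make the groups more unequal and raise the calls. With 1 spread per probe, limma called 4 unchanged probes for Igf1 beside 200 changed ones. The simulated range therefore cannot decide whether the Igf1 count exceeds that of unchanged groups. Regrouped arrays gave at most 1 call for Igf1 and 4 for Pacap. The difference between the factors was tested directly, and 49 probes passed, 20 higher with Igf1 and 29 higher with Pacap. With 1 array left out this count ran from 8 to 88. It was 2 with the methods' t-test. With only the groups compared limma gave 0, with 2101 at an unadjusted p under 0.05. Analyses of variance with equal variances, chosen after the values were seen, gave higher counts.
Abi3 had a log2 level of 8.53 ± 0.13 (SD, n = 4) in K5 and 9.76 ± 0.06 with Igf1, a log2 fold change of 1.23 (standard error 0.17, adjusted p = 0.0239), and 1.16 with Pacap (adjusted p = 0.00301). Eya4 fell from 9.03 ± 0.14 to 7.61 ± 0.17 with Igf1 (log2 fold change -1.42, adjusted p = 0.0376). Cradd fell by 1.84 on the log2 scale (adjusted p = 0.0476). Other named probes past the threshold with Igf1, whose arrays do not overlap between the groups, included Spata31 (1.44, above the negative controls on 2 of the 4 K5 arrays), Usp10 (1.09), Rin3 (1.06), Pim2 (-1.25) and Olr482 (-1.21). Each of these 8 genes passed in at most 4 of the 8 fits that leave out 1 of the arrays compared. With Pacap, Hspa5 (2.35) had the largest rise among the probes above the negative controls on at least 3 of the 4 arrays of each group, followed by Pdia4, which went from 6.76 ± 0.61 to 9.05 ± 0.29 (log2 fold change 2.29, adjusted p = 0.00317). Hsd17b6 and Zbtb10 rose as well, from 5.65 ± 1.06 and 6.03 ± 1.35, but were above the negative controls on 1 of the 4 K5 arrays each, so that the size of these rises is not well measured. Among the falls, Arhgef7 went from 9.49 ± 0.26 in K5 to 7.15 ± 0.54 with Pacap (log2 fold change -2.34, adjusted p = 5.84e-04) and stayed at 9.74 ± 0.24 with Igf1; the difference between the factors was 2.58 (adjusted p = 0.00382). RGD1563155, Agap2 and Cma1 fell as well, to levels above the negative controls on 2, 1 and 2 of the 4 Pacap arrays, which leaves the size of the falls uncertain. Asb5 was not above the negative controls on any Pacap array and fell by at least 1.29-fold. Erg was not above them on any K5 array, and no fold is given. In the direct comparison Zcchc24 (2.41) and Aff3 (1.22) were also higher with Igf1, and Sik1 (-1.42) and Manf (-0.93) higher with Pacap, while Slc30a2 and Htr2b, above the negative controls on no Pacap array, were at least 1.64-fold and 1.04-fold higher with Igf1. In the 8 fits that leave out 1 array, the Pacap calls of Hsd17b6, Zbtb10, Cma1 and Asb5 held in 3, 2, 3 and 2 and that of RGD1563155 in 7. The calls of the direct comparison held in 6 fits for Zcchc24, 4 for Aff3, 2 for Manf, 2 for Htr2b, 1 for Sik1 and 0 for Slc30a2.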

Although the survival effects of Igf1 and Pacap are initiated by different receptors and activate a variety of intracellular second messengers,^5,7^ they were propagated by common transcriptional cascades and showed striking similarities. Indeed, 748 out of 1535 SRGs overcoming a stringent cutoff level were common to Igf1 and Pacap (Figure 1e). 

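The probes past the threshold with both factors numbered 29, of which 15 were higher and 14 lower than in K5 with both. A further 10 passed with Igf1 alone and 1043 with Pacap alone. Both comparisons use the same K5 arrays. In 50 simulations of unchanged groups set against K5 arrays with each probe's spread as measured in each group, 15.6 probes on average (5 to 28) passed with both, and independent lists of 39 and 1072 probes would share 0.704 in the same direction. The simulations take the measured SDs as the true spreads, which can raise their counts. Over the alternatives the count of common probes ran from 0, when each array was only set to a common median, to 748 and 786 with an analysis of variance with equal variances (on the authors' value table and on quantile-normalized values), which was chosen after the values were seen. In limma on quantile-normalized values it was 0 with the replicate number as a block, 1 with only the groups compared, 123 with all 6 groups of the series in the fit, 142 with numbers 1 and 2 against 3 and 4 as a block and 147 over the probes above the negative controls. It was 83 without K5 replicate 1, 192 without Pacap replicate 1 and 19 without Igf1 replicate 4. In the other fits that lowered it, it was 6, 4 and 1 without K5 replicate 2, 3 and 4, and 0, 0 and 3 without Igf1 replicate 1, 2 and 3. It was also lower without Pacap replicate 3 (20) or 4 (24), and it was 38 without Pacap replicate 2.

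**Figure D4:**
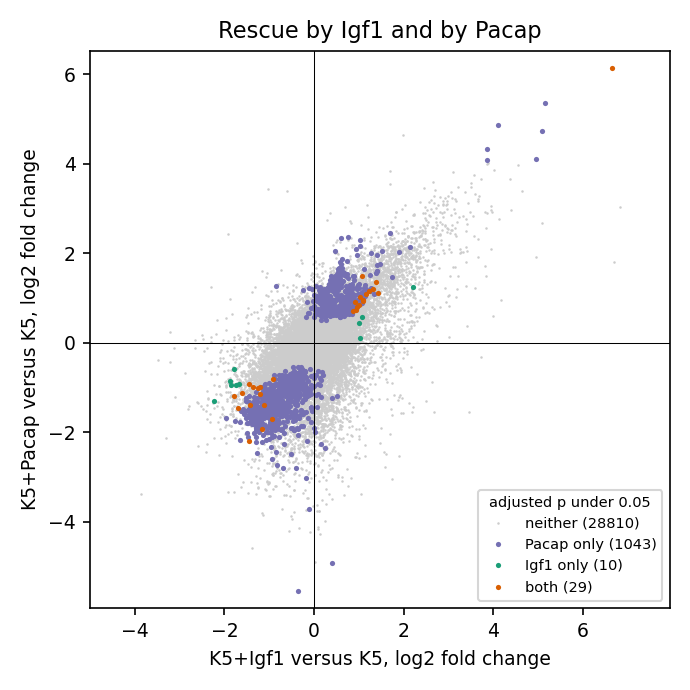
Log2 fold change against K5 with Pacap and with Igf1 of each filtered probe, colored by the comparison in which it passed the threshold. Of the probes, 29 passed with both factors, 1043 with Pacap alone and 10 with Igf1 alone.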

The Pearson correlation coefficient between Igf1 and Pacap for all 1535 SRGs was 0.97, further supporting the similarity of their genomic effects (Figure 1f).

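Pearson's r between the log2 fold changes with Igf1 and with Pacap, across the 1082 SRGs, was 0.862. Probes are not independent replicates, so no p is given. The simulated unchanged groups with shared K5 arrays gave an r of 0.651 (0.597 to 0.702) across their own top probes. Across all filtered probes r was 0.634, where the simulations gave 0.562 (0.537 to 0.579). The covariance across all filtered probes was 0.334, against 0.201 (0.180 to 0.216) in the simulations, a difference of 0.133. With the K5 arrays split so that each comparison had its own pair of controls, r was 0.786 to 0.817 across the SRGs and 0.144 to 0.203 across all filtered probes, and the covariance was 0.109 to 0.146. With fold ratios in place of their logarithms, r across the SRGs was 0.946. Without Pacap replicate 1, 2, 3 or 4 it was 0.687, 0.719, 0.773 and 0.786. From the share of common SRGs, the paper reasons that both factors promote survival through shared transcriptional cascades. It takes its own correlation of 0.97 as further support for similar genomic effects.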

A comprehensive picture of transcriptional changes associated with apoptosis and survival is shown in Figure 1f, where ARGs and SRGs (a total of 2293 genes) are grouped on the basis of similarity in their expression patterns with a hierarchical clustering method. 

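The ARGs and SRGs together made up 1553 probes. Across them, the means of the conditions were clustered by average linkage on 1 minus Pearson's r. Igf1 and Pacap joined first, at an r of 0.951. The r of the K5 mean was 0.904 with Igf1, 0.822 with Pacap and 0.842 with K25, and that of the K25 mean was 0.790 with Igf1 and 0.714 with Pacap. These probes were chosen for differences that involve K5 or K25, so part of this order follows from the choice.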

The large impact of apoptosis and survival on the CGNs transcriptome, together with the remarkable concordance of Igf1- and Pacap-induced effects can be distinguished by the color matrix. The hierarchical cluster shows in an unequivocal manner that gene expression patterns of Igf1 and Pacap were highly similar to each other (Figure 1f).

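Across all filtered probes the r between the means of Igf1 and Pacap was 0.945, that between K5 and Igf1 0.937 and that between K25 and K5 0.933. Igf1 and Pacap also joined first with Euclidean distance and complete linkage, with each probe centered on its median, and with all filtered probes. Over the ARGs and SRGs, 15 of the 16 single arrays had an array of their own condition as the nearest. Over all filtered probes this held for 8 arrays, none of them a Pacap array.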

Although our data represent the average gene expression from four replicates, we confirmed the reliability of the microarray data by quantitatively validating the differential expression of seven genes in each of the four experimental conditions using quantitative RT-PCR (Supplementary Table S2). Using RT-PCR, the pattern of gene expression from sample to sample closely paralleled that observed using microarray. The mean±S.D. of the correlation coefficients between the two profiles was 0.95±0.06.

### Identification of functional pathways

To analyze gene expression changes in the context of known biological pathways, we used PathWay Enrichment Analysis (PWEA)^8^ and identified 14 KEGG pathways that were deregulated following both Igf1 and Pacap treatments. These pathways can be organized in three main functional categories: cellular processes (focal adhesion; phagosome; antigen processing and presentation), metabolism (glycine, serine and threonine metabolism; glutathione metabolism; sfingolipid metabolism) and signal transduction (chemokine signaling; neuroactive ligand–receptor interaction; olfactory transduction; calcium signaling; GABAergic synapse; hedgehog signaling; TGF-beta signaling; MAPK signaling). All differently expressed pathways are shown in Supplementary Materials (Supplementary Figures S1A and S1M). Genes with significant deregulated changes in all these pathways are summarized in figure 2.

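Figure 2 gives a direction for 72 genes with at least 1 filtered probe. Each gene was read from its filtered probe with the highest mean. The log2 fold change against K5 had the direction of Figure 2 for 64 genes (88.9%) with Igf1 and for 64 with Pacap. The median in that direction was 0.45 with Igf1 and 0.52 with Pacap. Past the threshold in that direction were 1 gene with Igf1 and 22 with Pacap, and at an unadjusted p under 0.05 there were 37 and 42. Of 4 other settings that were run on this tally, an equal-variance analysis of variance with Tukey's test on the deposited value table moved it most, to 32 genes with Igf1 and 38 with Pacap.
The genes that the text names as raised or lowered were also tested as lists with limma's camera at a preset correlation of 0.01 between genes. These genes were chosen by the study on the same arrays, so the result is not independent evidence. The 38 raised genes lay higher than other genes with Igf1 (median log2 fold change 0.28, adjusted p = 1.11e-04) and with Pacap (0.36, adjusted p = 4.65e-06). The 10 lowered genes lay lower with Igf1 (median -0.84, adjusted p = 2.49e-08) and with Pacap (-0.87, adjusted p = 1.82e-06). All 4 results held with an estimated correlation. Adjusted over the list alone, 10 of the raised genes passed with Igf1 and 14 with Pacap, and 7 of the lowered genes passed with each factor. In K5 against K25 the raised genes were higher as well (median 0.24, adjusted p = 0.00581).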

## Discussion

In recent years, the advent of full-genome sequencing and high-throughput technologies has offered a new approach to decode the mechanisms underlying neuronal apoptosis and survival, unraveling a systems biology-based perspective. The ability of a cell to promote or evade apoptosis depends on the activity of an integrated network of genes and their encoded proteins, which never work alone but interact with each other in highly structured and incredibly complex ways, forming molecular circuits that correspond perfectly to cell functional specifications.

This study reports for the first time a whole-genome analysis of neurons induced to apoptosis and rescued by growth factors. We found striking similarities in CGNs rescued by Igf1 and Pacap, despite the fact that they act on different receptors. This raised our interest in exploring individual genes and crosstalk of transcriptional pathways that govern CGN survival. In the following paragraphs, we discuss these transcriptional changes highlighting statistically significant changes in genes and functional pathways that accompany CGN rescue from neuronal apoptosis.

### Cellular processes

Focal adhesions are important cell–matrix junctions that have an essential role in intracellular survival signaling. Our analysis revealed that the overexpression of genes encoding focal adhesion proteins during CGN rescue may favor cell survival. 

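Tnc, a protein of the extracellular matrix, had a log2 level of 8.59 ± 0.39 (SD, n = 4) in K5, 9.38 ± 0.37 with Igf1 and 9.69 ± 0.15 with Pacap. Its log2 fold change was 0.79 with Igf1 (adjusted p = 0.125), and the rise with Pacap had a standard error of 0.22 and an adjusted p of 0.0182. Vav2 rose by 0.63 with Igf1 (adjusted p = 0.137) and by 0.87 with Pacap (adjusted p = 0.0204). Itgb1 (0.63 and 0.58), Actn1 (0.74 and 0.58), Bcar1 (0.52 and 0.42) and Src (0.07 and 0.18) had positive log2 fold changes with Igf1 and Pacap that did not pass the threshold. A dimmer probe of Actn1 gave -0.05 and -0.15. Actn4 had log2 fold changes of -0.22 and -0.51, which did not pass either. Pik3r1 and Pdk1 had no probe that passed the quality filter.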

Their encoded proteins participate in the structural link between membrane receptors and the actin cytoskeleton (Tnc, Itgb1, Actn1, Actn4 and Actin cytoskeletal groups), whereas others are adaptors (Vav2, Bcar1, Src, Pik3r1 and Pdk1) that contribute to initiate downstream signaling events, leading to neuroprotection^9–17^ (Supplementary Figure S1A).

Growing evidence supports an active role for the dysregulated autophagy-lysosome pathway in neuronal cell death and neurodegeneration. Our microarray analysis showed that Igf1 and Pacap rescue is associated with the differential expression of autophagic regulator transcripts. 

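M6pr had a log2 level of 9.46 ± 0.12 (SD, n = 4) in K5, 10.05 ± 0.14 with Igf1 and 10.04 ± 0.11 with Pacap. The log2 fold change was 0.58 with each factor, with an adjusted p of 0.101 for Igf1 and 0.0453 for Pacap. The Pacap call held in 0 of the 8 fits that leave out 1 array, and another probe of the gene gave 0.29 and -0.01. Coro1a changed by 0.42 with Igf1 and 0.10 with Pacap on the log2 scale. For Fcgr2a the changes were 0.03 and 0.06, on a probe above the negative controls on 3 of the 4 K5 arrays and 1 of the 4 Pacap arrays. Neither gene passed the threshold.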

Increased expressions of M6pr and Coro1a, as well as a decrease in Fcgr2a, have already been associated with anti-apoptotic effects.^18–20^ Similarly, a high level of Dync1li2 was found to have a key role in recycling endosome localization^21^ (Supplementary Figure S1B).

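Dync1li2 was lower in K5 than in K25 by a log2 fold change of -0.81 (adjusted p = 0.0491). Against K5 its log2 fold change was 0.20 with Igf1 and 0.15 with Pacap, on the brightest probe, where neither passed the threshold. A dimmer probe gave 0.93 with Igf1 (adjusted p = 0.0669) and 0.76 with Pacap (adjusted p = 0.0524), with no overlap between the arrays of the groups.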

Differential regulation of genes encoding proteins involved in the antigen processing and presentation pathway may underlie preselection of immunologically important antigenic determinants in dying cells. Consistent with this view, we observed the differential expression of *RT1-A1*, *Hspa5*, *Nf-Yb* and *Psme3* in rescued CGNs, all of which are known to exert an anti-apoptotic effect^22–25^ (Supplementary Figure S1C).

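Hspa5 (probe A_44_P1054213), a chaperone of the endoplasmic reticulum, had a log2 level of 12.14 ± 0.37 (SD, n = 4) in K5, 12.74 ± 0.10 with Igf1 and 14.49 ± 0.35 with Pacap. The log2 fold change was 2.35 with Pacap (standard error 0.21, adjusted p = 1.09e-04), and stayed between 2.16 and 2.46 with each array left out in turn. With Igf1 it was 0.60 (adjusted p = 0.195). The difference between the factors was -1.75 (Igf1 minus Pacap, adjusted p = 0.00572). Nfyb changed by 0.72 with Igf1 and by 0.74 with Pacap on its brightest probe, without passing the threshold, and a dimmer probe measured on 2 of the 4 Pacap arrays gave -0.60 and -2.45. Psme3 had log2 fold changes of 0.10 and -0.13, within the spread between replicates.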

### Metabolism

The sequence of biochemical changes occurring during amino-acid biosynthesis and metabolism in neuronal cells is fundamental in maintaining life-sustaining chemical transformations. In agreement with this is the differential expression of a number of genes encoding enzymes involved in the glycine, serine and threonine metabolism. Downregulation of Agtx, Psph, Pipox, which are mostly found in the peroxisomes, may represent an adaptive response to counteract stress-induced death signaling.^26–28^ In addition, a high level of Shmt2 has been found to confer neuroprotection^29^ (Supplementary Figure S1D).

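Agxt had a log2 level of 9.47 ± 0.12 (SD, n = 4) in K5, 8.79 ± 0.39 with Igf1 and 8.06 ± 0.30 with Pacap, a log2 fold change of -0.68 (adjusted p = 0.159) and of -1.41 (standard error 0.21, adjusted p = 0.00391). Pipox went from 8.14 ± 0.20 to 7.29 ± 0.11 with Igf1 (log2 fold change -0.85, adjusted p = 0.0543) and to 6.94 ± 0.16 with Pacap (-1.20, adjusted p = 0.00195). Psph changed by -0.17 and -0.21, less than the spread between replicates.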

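The log2 fold change of Shmt2 against K5 was 0.23 with Pacap (adjusted p = 0.421), and with Igf1 the group means were equal to 2 decimals. Its level was lower in K5 than in K25 (log2 fold change -0.70, adjusted p = 0.0306).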

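Of the genes for glutathione-dependent enzymes, Gsta3 (0.24 with Igf1 and 0.32 with Pacap), Gstm2 (0.65 and 0.53), Gstm7 (0.47 and 0.45) and Odc1 (0.72 and 0.51) had positive log2 fold changes against K5. None of them passed the threshold in limma, with 3 genes at an unadjusted p under 0.05 with Igf1 and 2 with Pacap. Idh2 went from 12.45 ± 0.08 (SD, n = 4) in K25 to 11.04 ± 0.22 in K5 (log2 fold change -1.42, adjusted p = 1.34e-04), and against K5 its brightest probe changed by -0.06 with Igf1 and -0.12 with Pacap. A dimmer probe of Idh2, above the negative controls on 1 of the 4 K5 arrays, gave 1.39 and 0.98. Odc1 was higher in K5 than in K25 by 1.29 on the log2 scale (adjusted p = 0.00439).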

Our analysis also revealed an overexpression of five genes encoding glutathione-dependent enzymes (Idh2, Gsta3, Gstm2, Gstm7 and Odc1) that have already been related to antioxidant and anti-apoptotic effects in various cell types, such as CGNs^30–34^ (Supplementary Figure S1D).

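Cers2 had a log2 level of 8.92 ± 0.33 (SD, n = 4) in K5, 7.91 ± 0.56 with Igf1 and 7.61 ± 0.15 with Pacap. Its log2 fold change was -1.01 with Igf1 (adjusted p = 0.107) and -1.30 with Pacap (standard error 0.26, adjusted p = 0.0172). The Pacap call held with each of the 8 arrays left out in turn.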

The sphingolipid pathway is also regulated during Igf1 and Pacap rescue and includes a significantly decreased expression of apoptotic Cers2^35^ (Supplementary Figure S1D).

### Signal transduction

A large number of genes mediating signaling cascades from the cell surface to the nucleus was involved in CGN rescue. Among these, we observed the differential expression of genes encoding chemokines, neuroactive ligands, their receptors or downstream enzymes (*Cxcl12*, *Cx3cl1*,* Cxcl3*,* Gal*,* Adora1*,* F2rl3*,* Pthr1*,* Oxtr*,* mGluR4*,* Grin3b*,* Adcy6*,* Itk *and* PKCzeta*) that are known to counteract cell death because of various harmful conditions^36–48^ (Supplementary Figures S1 E and F).

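Among these genes, Gal rose by 0.81 with Pacap (adjusted p = 0.00774) and by 0.32 with Igf1 on the log2 scale. Cxcl3 had a log2 fold change of -1.63 with Pacap (adjusted p = 0.0135) and -1.10 with Igf1. F2rl3 fell with Pacap by 0.82 (log2 fold change -0.82, adjusted p = 0.0471), and Grm4, the gene for mGluR4, rose by 0.69 (adjusted p = 0.0406). These last calls held in 1 and 3 of the 8 fits that leave out 1 array. Cxcl12 (0.13 with Igf1 and 0.53 with Pacap), Cx3cl1 (0.47 and 0.41), Adora1 (0.43 and 0.43), Adcy6 (0.36 and 0.72), Grin3b (0.04 and 0.37) and Pth1r (0.01 and 0.16) did not pass with either factor, nor did Oxtr (0.08 and 0.07). Another probe of Cxcl12 gave -0.96 and -1.62, and another of Adcy6 -0.20 and 0.14. The gene for PKCzeta, Prkcz, gave 0.16 and 0.41 on its brightest probe and -0.97 and -0.76 on another. With Igf1 none of these genes passed in limma, and 5 had an unadjusted p under 0.05.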

The reduction of a vast number of olfactory receptor transcripts, during apoptosis rescue, suggests that they may perform other functions than those previously reported^49^ (Supplementary Figure S1G).

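Of 1098 probes for olfactory receptors on the array, 822 passed the quality filter. Their median log2 fold change against K5 was -0.09 with Igf1 and -0.08 with Pacap. Among 10000 random lists of as many probes matched on mean level, 95% had a median between 0.07 and 0.14 with Igf1 and between -0.01 and 0.08 with Pacap. With Igf1, 451 of the probes (54.9%) had a lower level than in K5, and with Pacap 441 (53.6%). Past the threshold were 1 lower and 1 higher probe with Igf1, and 39 lower and 5 higher probes with Pacap. With each array scaled to its 75th percentile, the medians were -0.00165 with Igf1 and 0.01 with Pacap, so that the sign against zero changed for Pacap, while the median over all probes was 0.17 and 0.11. Under that scaling 34 probes passed as lower with Pacap and 4 as higher. Above the negative controls in all replicates of a condition were 676 of the olfactory receptor probes (82.2%), against 81.7% of the other named probes.
As a list of 819 genes tested with camera, olfactory receptors lay lower than other genes with Igf1 (adjusted p = 0.00133) and with Pacap (adjusted p = 0.0372) at the preset correlation between genes. With an estimated correlation the adjusted p was 0.482 and 0.682. Figure 2 shows 7 olfactory receptor genes as raised. All of these had positive log2 fold changes with both factors. Olr95 rose from 9.44 ± 0.16 (SD, n = 4) in K5 to 10.35 ± 0.18 with Igf1 (log2 fold change 0.91, adjusted p = 0.0394) and to 10.36 ± 0.17 with Pacap (0.92, adjusted p = 0.00665), and the Igf1 call held in 1 of the 8 fits that leave out 1 array. Olr143 (1.00, adjusted p = 0.0228) and Olr1234 (0.85, adjusted p = 0.0204) passed with Pacap, in 4 and 6 of these fits.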

Regulation of calcium homeostasis has been extensively involved in cell survival.^50^ Accordingly, we observed the overexpression of *Cacna1d*, *Cacna1s*, *Slc8a1* and the decrease of *P2rx6* and *Ryr1*, which are all known to control calcium signaling and render cells less vulnerable to a wide variety of apoptotic stimuli^51–55^ (Supplementary Figure S1H).

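P2rx6 had a log2 level of 9.75 ± 0.18 (SD, n = 4) in K5, 8.27 ± 0.41 with Igf1 and 8.10 ± 0.61 with Pacap. The log2 fold change was -1.48 with Igf1 (adjusted p = 0.0543) and -1.65 with Pacap (standard error 0.28, adjusted p = 0.00764). The brightest probe of Cacna1d gave -2.43 with Igf1, where 1 of the 4 arrays lay at the floor, and -0.63 with Pacap. Without that array, Igf1 replicate 1, the change was -0.33. The other probes of Cacna1d gave 0.24 and 0.37 with Igf1 and 0.91 and 0.85 with Pacap, without passing the threshold. Cacna1s changed by 0.75 and 0.30, and another of its probes passed with Pacap (1.37, adjusted p = 0.0155). Slc8a1 changed by 0.34 and 0.17 (-0.12 and -0.30 on another probe) and Ryr1 by -0.64 and -0.09, and neither passed the threshold.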

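Slc38a2 went from a log2 level of 11.74 ± 0.23 (SD, n = 4) in K25 to 10.01 ± 0.43 in K5, a log2 fold change of -1.74 (adjusted p = 6.48e-04). Against K5 its log2 fold change was 0.05 with Igf1 (10.06 ± 0.13, adjusted p = 0.946) and 0.12 with Pacap (10.13 ± 0.34, adjusted p = 0.799), which is less than the spread between replicates. Another probe gave -0.38 with Igf1 and 0.43 with Pacap.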

Our results also emphasized the critical role of GABAergic synaptic signaling during CGN rescue, as the overexpression of a sodium-dependent amino-acid transporter, Slc38a2, together with the above-described proteins (Adcy6, Cacna1d and Prkcg), is known to elicit survival responses^56^ (Supplementary Figure S1I).

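Wnt4 rose from a log2 level of 8.19 ± 0.19 (SD, n = 4) in K25 to 10.66 ± 0.32 in K5, a log2 fold change of 2.47 (adjusted p = 4.26e-06). It was 10.89 ± 0.18 with Igf1 (0.23 above K5, adjusted p = 0.556) and 11.31 ± 0.03 with Pacap (0.65 above K5, adjusted p = 0.0532). Wnt5b had log2 fold changes of 0.29 and 0.39 against K5, and 1.15 in K5 against K25. Wnt7a had -0.41 and -0.13 on its brightest probe, while other probes of it gave 0.40 and 0.18 with Igf1 and 0.46 and 0.70 with Pacap. None of these ligands passed against K5 in limma. Another probe of Wnt5b, above the negative controls on no K5 array, was at least 1.36-fold higher with Igf1 (adjusted p = 0.0555), and the largest change of Wnt7a had an adjusted p of 0.0632.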

The overexpression of three wnt ligands (Wnt4, Wnt5b and Wnt7a) is in line with the survival effects exerted by the Wnt family in neuronal cells.^57^ Moreover, the low expression of Ptch1 (the receptor for hedgehog) and Sufu (a common regulator of wnt and hedgehog signaling) in rescued CGNs is consistent with previous evidence obtained in different cell types^58,59^ (Supplementary Figure S1L).

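The log2 fold change of Sufu against K5 was -0.83 with Igf1 (standard error 0.22, adjusted p = 0.109) and -0.77 with Pacap (adjusted p = 0.0697). The arrays of each factor did not overlap those of K5, and neither change passed the threshold.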

A number of genes encoding TGF-beta signaling proteins are regulated by Igf1 and Pacap. Among these, high levels of Rps6kb1 and a loss of Smad6 have been demonstrated to counteract apoptosis^60^ (Supplementary Figure S1L).

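Rps6kb1 had a log2 level of 8.28 ± 0.13 (SD, n = 4) in K5, 8.99 ± 0.10 with Igf1 and 8.37 ± 0.13 with Pacap, a log2 fold change of 0.71 (standard error 0.13, adjusted p = 0.0543) and of 0.09 (adjusted p = 0.727). Its log2 fold change in K5 against K25 was -0.61 (adjusted p = 0.0295). Smad6 went from 7.95 ± 0.18 in K5 to 6.85 ± 0.29 with Igf1 (log2 fold change -1.10, adjusted p = 0.0543) and to 7.19 ± 0.24 with Pacap (-0.76, adjusted p = 0.0647). In 8 and 7 of 18 alternatives the Igf1 changes of Rps6kb1 and Smad6 passed the threshold.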

One of the major molecular mechanisms for controlling cell survival is the MAPK signaling.^61^ 

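Among the ligands and receptors of this pathway, Fgf21 had log2 fold changes against K5 of 0.49 with Igf1 and 0.62 with Pacap (adjusted p = 0.278 and 0.107). Tnfrsf1a changed by 0.15 and 0.53 (adjusted p = 0.809 and 0.213). Pdgfb was above the negative controls on 2 of the 4 K5 arrays and on no array with Igf1 or Pacap, and no fold is given.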

In rescued CGNs, a number of genes encoding ligands or receptors related to the MAPK signaling (*Pdgfb*,* Fgf21*,* Ntrk1 *and *Tnfrsf1a*) have been involved in neuronal survival.^62–65^ Similarly, genes encoding enzymes, such as increased p90Rsk and Dusp5, as well as decreased Prkcg and Map4k1, have been associated with neuroprotection.^66–69^ 

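Of the genes for p90Rsk, Rps6ka1 changed by 0.15 with Igf1 and by 0.97 with Pacap on the log2 scale (adjusted p = 0.819 and 0.0406), Rps6ka2 by 0.46 and 0.39, and Rps6ka3 by -0.97 and -0.55. Rps6ka6 was not above the negative controls on any Igf1 array. Dusp5 changed by 0.16 with Igf1 and 0.51 with Pacap (adjusted p = 0.0308). The Pacap calls of Rps6ka1 and Dusp5 held in 3 and 2 of the 8 fits that leave out 1 array. Dusp5 had already risen in K5 against K25 by 1.81 (adjusted p = 3.12e-06). Map4k1 had log2 fold changes of -1.04 and -0.98 (adjusted p = 0.146 and 0.0998).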

We also observed the enhanced expression of genes encoding pro-survival heat shock proteins (*Hspa1a*, *Hspa1b* and *Hspa2*), genotoxic stress proteins (*Gadd45a* and *Gadd45g*) and transcription factors (*Nr4a1*, *Jun*, *Fos* and *Srf*)^70–77^ (Supplementary Figure S1M).

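Nr4a1 went from a log2 level of 10.58 ± 0.38 (SD, n = 4) in K25 to 8.54 ± 0.20 in K5 (log2 fold change -2.04, adjusted p = 4.62e-05). It was 8.99 ± 0.11 with Igf1 (0.45 above K5, adjusted p = 0.294) and 9.36 ± 0.21 with Pacap (0.82 above K5, adjusted p = 0.0337). Hspa1a (1.00, adjusted p = 0.0492), Gadd45a (0.52, adjusted p = 0.0432) and Srf (0.62, adjusted p = 0.0359) also passed with Pacap. The calls of Nr4a1, Hspa1a, Gadd45a and Srf held in 1, 1, 0 and 2 of the 8 fits that leave out 1 array. With Igf1 these genes changed by 0.75 (Hspa1a), 0.28 (Gadd45a) and 0.49 (Srf) without passing. Hspa2 rose by 0.39 and 0.85 with Igf1 and Pacap, Hspa1b by 0.09 and 0.23, and Gadd45g by 0.11 and 0.33. Jun went from 10.47 ± 0.10 in K25 to 12.57 ± 0.17 in K5 (log2 fold change 2.10, adjusted p = 4.53e-06), and it changed from there by 0.06 with Igf1 and 0.03 with Pacap. Fos fell in K5 (log2 fold change -1.80, adjusted p = 0.00184) and changed by 0.19 and -0.15 against K5.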

## Conclusions

Our analysis offers for the first time a genomic view of the changes underlying the rescue from apoptosis by Igf1 and Pacap treatments of rat CGNs, the most common neuronal paradigm used to examine programmed cell death by trophic deprivation. Although acting through different upstream signaling pathways, most of the survival effects of Igf1 and Pacap were propagated by common transcriptional cascades, and showed striking similarities. These unpredicted results suggest the existence of a previously unknown transcriptional program specifying neuronal survival. Although commitment to apoptosis by CGNs is known to require *de novo* gene expression^5^ and has been the purpose of previous investigations, the transcriptional program underlying apoptosis rescue has been neglected. To our knowledge, this is the first time that investigated and compared transcriptional signaling pathways induced by rescue factors showed striking similarities. Elucidating the molecular mechanisms underlying neuronal apoptosis and rescue may contribute to the understanding of the molecular basis of neurodegeneration and aid the development of new therapeutic interventions. 

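Probes that passed the threshold both in K5 against K25 and with Igf1 or Pacap against K5 numbered 143, which is 23.3% of the ARGs. The rescue moved 56 of them back toward K25 and 87 further away, among them 80 that were higher in K5 and higher still with a factor. Simulated unchanged groups that share the K5 arrays gave 18.2 shared probes (5 to 30). Independent lists of the ARGs and the Pacap probes would share 11.9 in opposite directions and 10.2 in the same direction. Over the alternatives the count ran from 10, with the methods' t-test, to 503, with a test of equal variances on quantile-normalized values that was chosen after the values were seen. With the signal-to-noise level as a block it was 60, of which 10 moved back. It was 235 without K5 replicate 1, 81 and 74 without K5 replicates 2 and 4, and 95 and 89 without K25 replicates 1 and 3. Both factors moved 9 ARGs back past the threshold. The largest of these among named probes were Spata31, Trib3, Abi3, Usp10 and Olr95. Trib3 went from 10.60 ± 0.10 (SD, n = 4) in K25 to 9.60 ± 0.08 in K5 (adjusted p = 6.39e-04), and rose by 0.87 with Igf1 (adjusted p = 0.0366) and 0.72 with Pacap (adjusted p = 0.0108); the Igf1 call held in 1 of the 8 fits that leave out 1 array.
Across the ARGs, the log2 fold changes of K5 against K25 had a Pearson's r of -0.167 with those of Igf1 against K5 and -0.0225 with those of Pacap against K5. Without K5 replicate 1 these were -0.487 and -0.445, and with other arrays left out they reached -0.0817 for Igf1 and 0.0850 for Pacap. Across all filtered probes r was -0.322 and -0.303, where the shared K5 arrays alone gave -0.642 and -0.511 in simulations. The covariance was -0.157 and -0.171, against -0.200 for each in simulations. With separate K5 arrays for the comparisons, r across all filtered probes was -0.0433 to 0.149 for Igf1 and -0.0529 to 0.106 for Pacap. Its sign followed the side on which K5 replicate 1, of the low signal-to-noise level, fell. Of 38 genes of Supplementary Table S1 with a filtered probe, each read from its brightest, 9 passed in K5 against K25 (6 of them higher in K5), 1 with Igf1 and 6 with Pacap. Pim2 passed with both factors and went from 8.26 ± 0.29 in K5 to 7.01 ± 0.16 with Igf1 (adjusted p = 0.0376, held in 1 of the 8 fits). Crhr1 (1.09), Car4 (0.71), Slc6a2 (-1.49), Csf1r (-1.32) and Psenen (-0.53) passed with Pacap, in 8, 3, 3, 8 and 1 of the 8 fits, and another probe of Csf1r gave 0.21. Other probes of Gart (1.12, adjusted p = 0.0224), Kcna6 (-1.81, adjusted p = 0.0338) and Txnrd1 (0.82, adjusted p = 0.0136) passed with Pacap too.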

Several proteins encoded by differentially expressed genes, at the intersection of apoptosis and survival, are targets of pharmacological compounds (Supplementary Table S1). Their exploitation may help interfering with the intracellular pathways described here and guide novel therapeutic strategies for neurodegenerative diseases.

## Materials and Methods

### Materials

All the substances were obtained from Sigma-Aldrich (Milano, Italy), unless otherwise specified.

### Neuronal cultures

Primary cultures of CGNs were prepared from 8-day-old Wistar rats (Charles River, Calco, Italy) and were cultured as previously described.^7,78^ In brief, cerebella were sliced and tissue was dissociated through trypsinization in 0.025% trypsin solution (15 min at 37 °C) and trituration in presence of DNase (0.01%) and trypsin inhibitor (0.05%). Dissociated cells were collected through centrifugation and resuspended in basal Eagle’s medium supplemented with 10% fetal calf serum, 25 mm KCl, 2 mm glutamine and 100 *μ*g/ml gentamycin. Cytosine arabinofuranoside (10 *μ*M) was added after 18 h of culture to inhibit the growth of non-neuronal cells.

### Assessment of neurotrophic activity

After 6 days ‘*in vitro*’, extracellular KCl was shifted from 25 to 5 mm for neuronal apoptotic death induction. After two washes with serum-free BME containing 5 mm KCl, neurons were incubated with the same medium up to 48 h (K5), whereas control neurons were incubated with serum-free medium supplemented with 25 mm KCl (K25). K5 neurons were also treated with human recombinant Igf1 or Pacap.

The rescue effects of Igf1 and Pacap were determined by assessing neuronal viability, oligonucleosome formation and DNA fragmentation. Neuronal viability was assessed by counting the number of intact nuclei according to the method previously described.^79^ Culture medium was removed and replaced by 0.5 ml of a detergent containing lysing solution (0.5% ethylhexadecyldimethylammonium bromide, 0.28% acetic acid, 0.5% Triton X-100, 3 mm NaCl, 2 mM MgCl_2_, in PBS pH 7.4). After a few minutes, the cells were collected and intact viable nuclei were counted in a hemocytometer. Broken or damaged nuclei were not included in the counts. Quantitative determination of cytoplasmic histone-associated DNA fragments (mono- and oligonucleosomes) was performed by a photometric enzyme immunoassay (Cell Death Detection ELISA^PLUS^, Roche Diagnostics, Monza, Italy), as suggested by the manufacturer's protocol. Analysis of DNA fragmentation was performed with the Apoptotic DNA Ladder Kit (Roche Diagnostics), as specified in the instruction manual. Fragmented DNA (250 ng) was evaluated using a DNA 7500 chip and a 2100 Bioanalyzer (Agilent Technologies) with the protocol outlined by the manufacturer.

### Microarray experiments

Microarray experiments were performed in serum-deprived cells after 6 h switch from 25 to 5 mm with or without treatments with 100 nm Pacap or 3.26 pm Igf1. Control cells were grown in serum-free medium supplemented with 25 mm KCl (K25). Total RNA was extracted with Trizol (Life Technologies, Monza, Italy) from four biological replicates for each of the experimental conditions (K25, K5, K5+Igf1, K5+Pacap). RNA integrity was confirmed by using a RNA chip and a 2100 Bioanalyzer (Agilent Technologies), with the protocol outlined by the manufacturer. Complementary RNAs (cRNAs) labeled with Cy3-CTP were synthesized from 1 *μ*g of total RNA of each sample using the Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies), following the manufacturer's protocol.

Aliquots (750 ng) of Cy3-labeled cRNA targets were hybridized on Whole Rat Genome Oligo Microarrays (Agilent Technologies). Microarray hybridization and washing were performed using reagents and instruments (hybridization chambers and rotating oven) as indicated by the manufacturer. Microarrays were scanned at 5-*μ*m resolution using a GenePix Personal 4100 A microarray scanner and the GenePix Pro 6.0 acquisition and data-extraction software (Molecular Devices, Sunnyvale, CA, USA). Raw data were processed and analyzed with GeneSpringGX 13 (Agilent Technologies). To remove unreliable data, all genes from all samples were quality-filtered to include only probe data fulfiling all of the following criteria in all replicates of at least one out of four experimental conditions: the spot had <3% of saturated pixels at 532 nm; the spot was not flagged ‘bad’, ‘not found’ or ‘absent’; the spot was detectable well above background (signal-to-noise ratios at 532 nm >10). 

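The saturation and signal-to-noise criteria, applied in all 4 replicates of at least 1 of the 4 conditions, kept 72.9% of the probes on the array. The deposited files hold no flags, so that criterion could not be applied. In K5+Igf1, whose arrays all have the high signal-to-noise level, 29223 of the kept probes passed, against 5812 in K25, 8722 in K5 and 4254 in K5+Pacap. Of the kept probes, 20183 passed in K5+Igf1 alone and 9709 in at least 1 of the other conditions. A signal-to-noise ratio over 3 would keep 35646 probes and the filter over all 6 conditions of the series 35098. Above the 95th percentile of the array's negative control spots, in all replicates of a condition, were 22380 of the kept probes (74.9%), and 276 were above it on none of the 16 arrays. Among the kept probes 15929 carried a gene symbol, for 12770 different genes.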

Filtering data by quality-control criteria short-listed 29 892 probes as our complete data set, out of a total of 41 012 probes present on the microarray. The microarray data have been deposited in the Gene Expression Omnibus (GEO) database under accession no. GSE67788.

Genes in our quality-filtered data set were screened by a one-way ANOVA using Welch's *t*-test, followed by the Benjamini and Hochberg false discovery rate (FDR) procedure as a multiple testing correction and the Tukey’s *post hoc* test. Genes with a corrected *P*-value<0.05 were selected as differentially expressed genes.

### Pathway analysis

To analyze gene expression changes in the context of biological pathways, we used PWEA,^8^ a method to identify functionally related modules of genes, such as KEGG pathways, that correlate with phenotypic differences. PWEA, as implemented in VisANT mining system (http://visant.bu.edu/), differs from other enrichment methods in that it takes account of the functional correlations between genes in the module. This results in higher sensitivity with no loss in specificity.^8^ A PWEA analysis of the four experimental conditions (K25, K5, K5+Igf1 and K5+Pacap) was performed for two pair-wise comparisons (K5+Igf1 and K5+Pacap *versus* K5) using the quality-filtered data set. Overall, 245 *rattus norvegicus* pathways downloaded from KEGG were tested, excluding disease pathways, which are largely uninformative. Statistical significance was estimated from a background distribution generated by 5000 iterations of a permutation test, and the Benjamini–Hochberg FDR procedure using a *P*-value<0.05 as cutoff.

### Real-time quantitative RT-PCR

To validate gene expression profiles observed by microarray technology, deregulated genes following Igf1 and Pacap treatments were re-evaluated using real-time quantitative PCR (RT-PCR) as previously described^80^ (Supplementary Table S2).

## Figures and Tables

**Figure 1:**
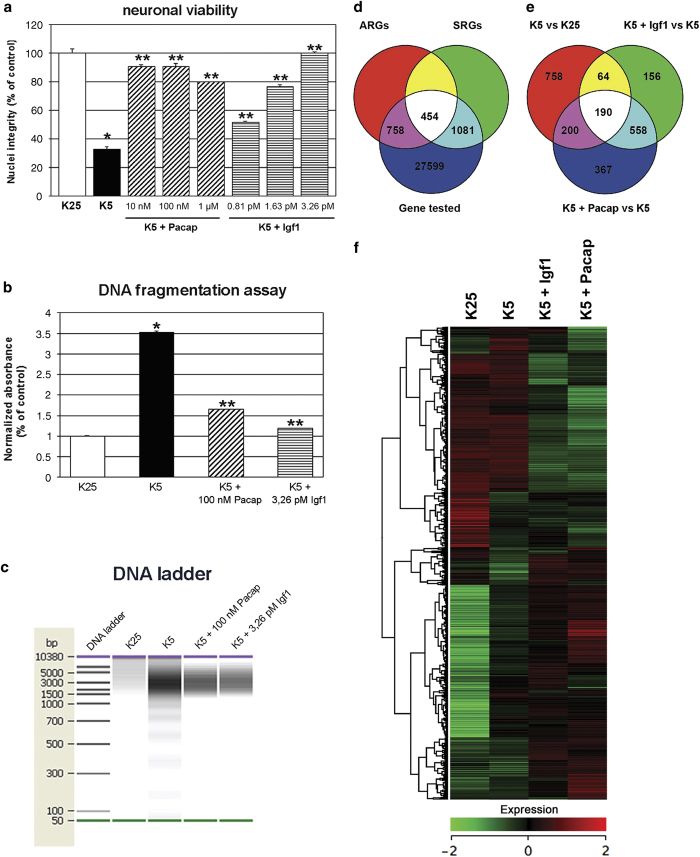
Induction of apoptosis in CGNs and rescue by Igf1 and Pacap treatment. (**a**) Cultured CGNs at 6 days ‘*in vitro*’ were switched into serum-free medium containing lower concentrations of extracellular K+ (5 instead of 25 mm) for an acute induction of apoptotic death. Forty-eight hours later, neuronal viability was assessed by counting the number of intact nuclei. Values for neuronal viability represents the mean±S.E.M. of four to eight determinations in two different experiments. Determination of oligonucleosomes generated by cleavage of nuclear DNA was performed with ELISA (**b**) and electrophoresis on a microchip device (**c**). Values for DNA fragmentation assay represent the mean±S.E.M. of four to eight determinations in two different experiments. *P*<0.001 *versus* K25 (*) or K5 (**) were determined by one-way ANOVA followed by Tukey *post hoc* test (**a** and **b**). (**d** and **e**) Genes differentially expressed in apoptotic CGNs (K5 *versus* K25) were defined as ‘Apoptotic related genes’. Genes differentially expressed in rescued CGNs (K5+Igf1 *versus* K5; K5+Pacap *versus* K5) were defined as ‘Survival related genes’. (**f**) Hierarchical cluster of genes related to apoptosis and rescue of CGNs. ARGs and SRGs were arranged in a dendrogram in which the pattern and length of the branches reflect the relatedness of the expression levels under four different experimental conditions. Green, black and red cells, respectively, are transcript levels below, equal or above the median abundance across all conditions. Color intensity reflects the magnitude of the deviation from the median. The Pearson correlation coefficient of SRG fold ratios (K5+Igf1/K5, K5+Pacap/K5) is 0.97.

**Figure 2:**
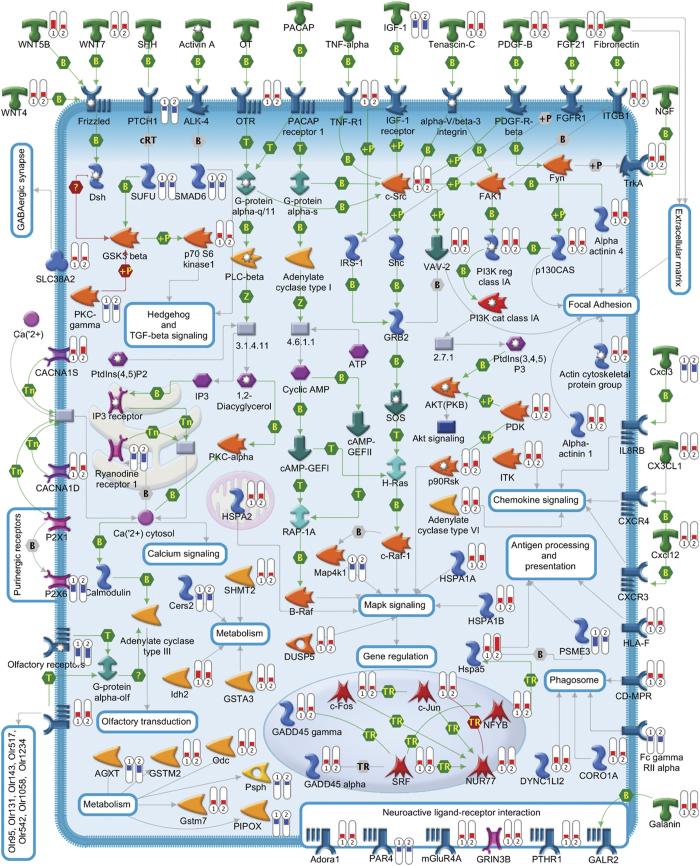
A comprehensive picture showing gene expression changes and crosstalk of pathways associated with Igf1 and Pacap rescue of apoptotic CGNs. This figure, designed using the MetaCore software (Thomson Reuters, New York, NY, USA), illustrates the gene expression profiles and the 14 signaling pathways that are involved in Igf1 and Pacap neuroprotection of apoptotic CGNs. Each encoded protein is labeled with two thermometers that indicate gene expression changes under the following experimental conditions: K5+Igf1 (first thermometer) and K5+Pacap (second thermometer). More specifically, downward thermometers have a blue color and reflect downregulated expression, whereas upward thermometers have a red color and reflect upregulated expression. Further explanation of symbols used in the pathway map are listed in Supplementary Figure S2.

# Supplementary material for: Igf1 and Pacap rescue cerebellar granule neurons from apoptosis via a common transcriptional program
**Source:** Cell Death Discov. 2015 Sep 7;1:15029–. doi: 10.1038/cddiscovery.2015.29
**Supplement:** Supplementary Figure Legends

**Figure Legends of Supplementary Materials**

**Figure S1A. Focal adhesion**

Focal adhesions are the connections that form between a cell and its extracellular matrix and are mediated primarily through integrin α/β heterodimeric cell surface receptors. The intracellular tail of integrins interact with numerous signaling molecules, including Fak. The activated Fak forms a complex with Src family kinases, which in turn initiates multiple downstream signaling pathways to regulate cell shape and other different cell functions. Similar morphological alterations are initiated by the binding of growth factors to their respective receptors, emphasizing the considerable crosstalk between adhesion- and growth factor-mediated signaling. (The design of this molecular pathway was based on KEGG Pathway ID “rno04510”).

**Figure S1B. Phagosome**

Phagocytosis plays a central role in defense against infectious agents. The maturation of phagosomes involves interaction with the other membrane organelles, including recycling endosomes, late endosomes and lysosomes. A subset of proteins is involved in the maturation of apoptotic cell-containing phagosomes. Coro1A is part of the phagocytic cup. Fc gamma RII alpha contains the immunoreceptor tyrosine-based activation motif (ITAM) within its cytoplasmic tails or in associated subunits. Dync1li2 is a member of the dynein multi-complex protein which interacts with members of the Tubulin family, causing the maturation of sorting endosomes into late endosomes. CD-MPR is part of the lysosome. (The design of this molecular pathway was based on KEGG Pathway ID “rno04145”).

**Figure S1C. Antigen Processing and Presentation**

The process by which antigen-presenting cells digest proteins from inside or outside the cell helps to detect signs of infection or abnormal cell growth. In rescued CGNs, this pathway involves a range of molecules that are located in transmembrane, cytoplasmic and nuclear compartments. (The design of this molecular pathway was based on KEGG Pathway ID “rno04612”).

**Figure S1D. Metabolism**

Cellular metabolism involves complex sequences of controlled biochemical reactions, better known as metabolic pathway. The main chemical reactions of CGN metabolism are organized into four subgroups: Glycine, serine and threonine metabolism (KEGG Pathway ID: rno00260), Glutathione metabolism (KEGG Pathway ID: rno00480) and Sfingolipid metabolism. The design of this molecular pathway was based on KEGG Pathway ID “rno00600”.

**Figure S1E. Chemokine signaling**

The chemokine signal is transduced by G-protein coupled receptors, which in turn activate diverse downstream pathways, including AKT, PKA and Calcium signaling. (The design of this molecular pathway was based on KEGG Pathway ID “rno04062”).

**Figure S1F. Neuroactive ligand-receptor interaction**

Interaction of a variety of signaling molecules is crucial to mediate neuronal functions. Pthr1 is a GPCR that once bound to the Parathyroid hormone (Pth) activates the cAMP-dependent protein kinase (PKA) pathway. Gal, OTR, F2rl3i bind G protein-coupled receptors including GalR2 and then activates PLC signaling. Adenosine A1 receptor receptor modulates glutamate secretion through G-protein signaling that is dependent on adenosine concentration. P2X6 initiates the via purinergic signaling. (The design of this molecular pathway was based on KEGG Pathway ID “rno04080”).

**Figure S1G. Olfactory transduction**

Odorant binding to olfactory receptors causes G-protein trimeric complex dissociation, resulting in the release of activated G-protein alpha-olf and G-protein beta1/gamma13 subunits. G-protein alpha-olf activates adenylate cyclase type III that in turn catalyzes cyclic AMP formation. Cyclic AMP binds to and opens olfactory cyclic nucleotide gated (CNG) channels, which allow Ca2+ to flow into the cell. An increase in intracellular calcium causes calcium-gated chloride channel activation. Signal termination in olfactory sensory neurons is achieved through the Ca2+/Calmodulin pathway. (The design of this molecular pathway was based on KEGG Pathway ID “rno04740”).

**Figure S1H. Calcium signaling**

In neurons, calcium signaling is the major second messenger involved in a variety of intracellular pathways. Cells use external source of Ca2+ signal by activating entry channels with widely different properties. The other principal source of Ca2+ for signalling is the internal stores that are located primarily in the endoplasmic/sarcoplasmic reticulum, in which inositol-1,4,5-trisphosphate receptors (IP3Rs) or ryanodine receptors (RYRs) regulate the release of Ca2+ into the cytosol. Various molecules, such as oxytocin, also control the release of Ca2+, stimulates an increased intracellular calcium. High levels of intracelluar Ca('2+) lead to mitochondrial Ca('2+) overloads, induce mitochondrial membrane depolarization and stimulate Ca('2+) efflux from the mitochondria (The design of this molecular pathway was based on KEGG Pathway ID “rno04020”).

**Figure S1I. GABAergic Synapse**

Gamma-Aminobutyric acid (GABA) is the most abundant inhibitory neurotransmitter in the mammalian brain that in GABAergic terminals is formed from L-Glutamic acid in an enzymatic reaction mediated by GAD1 and GAD2. GABA binds to different GABAergic receptors, such as such as GABA-A and GABA-B. GABA-A receptors is ionotropic and mediates fast GABA responses by triggering chloride channel openings, while GABA-B receptors is metabotropic and mediates slower GABA responses by activating G-proteins and influencing second messenger systems. (The design of this molecular pathway was based on KEGG Pathway ID “rno04727”).

**Figure S1L. Hedgehog and TGF-beta signaling**

Hedgehog-family ligands regulate the transcription of target genes, such as Ptc, in a dose-responsive manner. This in turn activates β-arrestin, Smoothened and Gli target genes, resulting in well-coordinated transcriptional events (KEGG Pathway ID: rno04340). This cascade integrates signals from WNT and ii) TGF-β routes. The Wnt ligands bind to Frizzled receptors that induce the activation of Dvl. The transcriptional effects of Wnt ligand are mediated via Rac1-dependent nuclear translocation of β-catenin and the subsequent recruitment of Tcf/Lef DNA-binding factors as co-activators for transcription. The TGF-β superfamily signaling is initiated with ligand-induced oligomerization of serine/threonine receptor kinases and phosphorylation of the Smad2 and Smad3. The expression of inhibitory Smad 6 is induced by a negative feedback loop (The design of this molecular pathway was based on KEGG Pathway ID “rno04350”).

**Figure S1M. MAPK signaling**

The MAPK signaling cascade is activated by a wide variety of receptors, including receptor tyrosine kinases and ion channels. The architecture of the pathway includes a set of adaptors (Shc, GRB2, etc.) linking the receptors to a guanine nucleotide exchange factors (SOS, etc.) that transduce the signal to small GTP-binding proteins (i.e. Ras) and in turn activate MAPKKK (Raf), MAPKK (MEK1/2) and MAPK (Erk). An activated Erk dimer phosphorylates a variety of transcription factors (The design of this molecular pathway was based on KEGG Pathway ID “rno04010”).

**Figure S2. Explanation of the symbols used in GeneGo Metacore pathway map**

The figure legend shows the set of symbols whereby network objects and interactions between objects are indicated in the figure 2. Downward thermometers have a blue color and indicate down-regulated expression, whereas upward thermometers have a red color and indicate up-regulated expression of genes associated with CGNs rescue by Igf1 and Pacap treatments.

# Supplementary material for: Igf1 and Pacap rescue cerebellar granule neurons from apoptosis via a common transcriptional program
**Source:** Cell Death Discov. 2015 Sep 7;1:15029–. doi: 10.1038/cddiscovery.2015.29
**Supplement:** Supplementary Table S1

**Table S1.** Potential drug targets at the intersection of neuronal apoptosis and survival and compounds inferred by GeneGo Metacore software

# Supplementary material for: Igf1 and Pacap rescue cerebellar granule neurons from apoptosis via a common transcriptional program
**Source:** Cell Death Discov. 2015 Sep 7;1:15029–. doi: 10.1038/cddiscovery.2015.29
**Supplement:** Supplementary Table S2

**Table S2.** Validation of microarray data by real-time quantitative RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

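Rat CGNs of 6 days in vitro were kept for 6 h in K25 or K5, or in K5 with Igf1 (3.26 pM in the paper and 25 ng/ml, close to 3.26 nM by its mass, in the labels), Pacap (100 nM), Gip (10 nM) or Sp (200 ng/ml), with 4 biological replicates and 1 Agilent array per replicate, 24 arrays in all. The labels give no longer name for Sp, and the paper reports neither the Gip nor the Sp arrays. The authors deposited, for each spot, an intensity at the Cy3 channel from GenePix with the local background already subtracted. The column with the percentage of saturated pixels was deposited by the authors as the scanner software wrote it, in percent. The signal-to-noise ratio, a score per spot, was deposited as GenePix computed it from the spot, its background and the SD of the background. The authors' value table of the series holds log2 values that were tested to equal the log2 intensity minus the array's 75th percentile minus each probe's median. Spot flags, dates of scanning and slide numbers are not in the files.

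The unit counted is the probe. Each probe's spots were averaged (263 probes have 10 spots), control spots were left out, and 41012 probes remained. They were filtered as in the methods where the files allow it: under 3% saturated pixels and a signal-to-noise ratio over 10 in all replicates of at least 1 of the 4 conditions of the paper, which kept 29892 probes. For Gip and Sp the filter and the model ran over all 6 conditions and 24 arrays, with 35098 probes. Intensities were quantile normalized between the arrays of the fit on the linear scale, set to 1 where lower, and taken to log2. The files hold no foreground and background apart, so that no model of the background was fitted. Gene symbols are those of the array's own table. It gives 20932 probes 1 symbol, none of them several, and 20080 probes no symbol; 17424 of the probes with a symbol (83.2%) matched a current rat symbol, and for 2316 the current symbol differs.

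Conditions were compared with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, by lmFit and eBayes on 1 model of the condition means, with Benjamini-Hochberg adjustment within each comparison and an adjusted p under 0.05 as the threshold. Every adjusted p at a claim is from limma. Errors are SDs over the 4 arrays of a condition, and standard errors are those of limma. JSON files were read with jsonlite 2.0.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. ARGs are the probes past the threshold in K5 against K25 and SRGs those past it with Igf1 or Pacap against K5. The shared K5 arrays were allowed for by 50 simulations in which unchanged groups with the measured spread were set against the same controls, and by splitting the K5 arrays so that each comparison had its own. Condition means and arrays were clustered by average linkage on 1 minus Pearson's r.

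The genes named are those that the paper's text, Figure 2 or Supplementary Table S1 names, the 5 largest rises and the 5 largest falls per comparison among named probes past the threshold whose groups of arrays do not overlap, and the 5 largest ARGs that both factors move back. Each is read from its filtered probe with the highest mean, and other probes are given where they disagree. The paper's own values for these genes were seen when this rule was set. A probe counts as above the negative controls on an array where it exceeds the 95th percentile of the array's 153 negative control spots. Where no array of 1 group is above them, a fold is given only as a lower bound, and no fold is given where that bound is under 1 or both groups are below. Genes of the paper with no probe in the array's table or none past the filter were not analysed here.

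Lists of genes were tested with limma's camera at a preset correlation of 0.01, with adjustment over 33 tests: depolarization-induced genes, genes of dying granule neurons, FoxO targets, cAMP and Creb targets, sterol synthesis, astrocytes, microglia, granule neurons, olfactory receptors, and the genes that the paper names as raised or lowered by the rescue. Olfactory receptor probes were also set against 10000 random lists matched on mean level. The pathway enrichment of the paper was not repeated, since the files hold no pathway annotation.

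The comparisons, the genes named, the lists and most alternatives were fixed before the data were examined. These alternatives were a shift of each array's 75th percentile, the median of each array alone, the authors' value table, an offset of 50, no filter, a signal-to-noise ratio over 3, the methods' Welch analysis of variance with Tukey's test, Welch's t-test between groups, only the groups compared, all 6 groups, the replicate number as a block, array weights, a log2 fold change of at least 1, unique gene symbols and each array left out in turn. Chosen after the values were seen were the analysis of variance with equal variances, the block and the separate fits by signal-to-noise level, the filter on negative controls, the block of replicate numbers 1 and 2 against 3 and 4, the other alternatives of the direct comparison of Igf1 with Pacap, and 2 of the alternatives of the clustering. The methods were tested on simulated data with 200 changed probes. At a log2 change of 1, limma called 17.9% of these in K5 against K25, 17.9% with Igf1, 22.4% with Pacap and 22.4% between the factors, and at a log2 change of 2 it called 59.1% to 62.1%. Between 1 and 5 unchanged probes were called.

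Depth on an array is the signal over its background. On the 14 arrays with a high signal-to-noise level the median ratio of an array was 250 to 340 and on the 10 arrays with a low level 1.415 to 4.745, at median signals of 175 and 155.5.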

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

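The tests of the label of Pacap replicate 4 and of Sp against the K25 arrays were chosen only after the result was seen. A single array far from the other 3 of its group was looked for in 18 groups of array measures, which gave 2, and in 58 groups of named gene values, which gave 4; chance gives about 5% of groups. For the single gene values below no biological explanation was tested.

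Pacap replicate 4 had a median signal-to-noise ratio of 1.415, while the other Pacap arrays lay at the high level. Its signals correlate with the other Pacap arrays at a mean r of 0.776 and with K25 at 0.799, a difference of -0.0227. Over the ARGs its change from K25 was 1.00 times that of the other Pacap arrays, where K25 arrays held out carried at most 0.117 of the K5 change, which argues against a K25 array labelled Pacap. A wrong label of another kind was not tested on its own and cannot be told apart from the low level by the correlations. Among the arrays of the high level alone 191 probes passed with Pacap, and over these the median change within the low level, 1 array against 1 array, was 0.557 of that within the high level. The level is the same on both sides of each of these comparisons, which argues against it as the whole cause of the Pacap changes.

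Sp replicate 3 had a 75th percentile of the intensity of 372.25, against 275, 287 and 278 on the other Sp arrays. The arrays of a fit are set to 1 distribution by quantile normalization. No biological explanation was tested.

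Asb2 had a log2 value of 11.27 in K5 replicate 3, against 10.69 to 10.75 on the other K5 arrays. Nr4a1 had 8.24 in K5 replicate 4, against 8.61 to 8.67, and Jun had 10.31 in K25 replicate 3, against 10.51 to 10.52. Cacna1d was at the floor, with a log2 value of 0, in Igf1 replicate 1, against 8.16 to 8.84.

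The paper does not report the Gip arrays. With Gip 2 probes passed the threshold, 1 higher and 1 lower than in K5, with 2186 at an unadjusted p under 0.05. Welch's t-test between groups gave 1. One of them is Erg, on no K5 array above the negative controls, for which no fold is given; the other has no gene name. Chance cannot be excluded: 6 of the 35 splits of these arrays give as many, and the highest other split gives 2.

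The paper does not report the Sp arrays either. With Sp 9730 of 35098 probes passed the threshold, 4637 higher and 5093 lower, against a highest other count of 8 in the other splits of the arrays, so that chance can be excluded (1 of 35 splits). All Sp arrays have a low signal-to-noise level, as K5 replicate 1 has. Over the probes called without K5 replicate 1, the median change against that array was 0.804 of that against the other K5 arrays, where other K5 arrays held out gave 0.809, 0.931 and 0.957. Against the K25 arrays, which all have the low level too, it was 0.892 of that against K5. The Sp arrays, however, have an implied background SD of 93.0 to 102 and negative control medians of 94 to 122, against 47.9 to 50.7 and 30 to 38 on the K25 arrays and K5 replicate 1. No array compared shares the scan state of the Sp arrays, and it cannot be told apart from the treatment. With the called probes sorted by brightness into 4 equal parts, the median absolute change of the brightest part was 0.545 of that of the dimmest (0.538 to 0.559 with an Sp array left out), although a dim probe needs a larger change to be called, and 40.6% of the brightest part of the tested probes were called. This argues against a lower signal on the Sp arrays as the whole cause. A treatment effect, or an unrecorded slide or scan day, stays open and was not tested.

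Among named probes past the threshold with Sp, Taar8c went from 11.68 ± 0.18 to 4.12 ± 4.76 (log2 level, mean ± SD), above the negative controls on 2 of the 4 Sp arrays, so that the size of its fall is uncertain. Of the other large falls, on probes above the negative controls on no Sp array, Olr728 was at least 9.76-fold, Pla2g1b at least 3.80-fold and Apaf1 at least 2.29-fold lower, and for Nfatc4 no fold is given. Tmem185a rose from 4.63 ± 3.27 to 7.82 ± 0.30, above the negative controls on 1 of the 4 K5 and 2 of the 4 Sp arrays, and the size of its rise is as uncertain. Skor1 and Cyp3a23/3a1, above the negative controls on no K5 array, were at least 2.02-fold and 1.14-fold higher. They were above them on only 2 and 1 of the 4 Sp arrays, so that these bounds are uncertain too. Erg and RGD1564899 were below the negative controls in both groups.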

How the results depend on the processing

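The tests chosen only after values were seen are those with the analysis of variance with equal variances, the signal-to-noise level (as a block, or one level at a time), the probes above the negative controls, the block of replicate numbers 1 and 2 against 3 and 4, the alternatives of the direct comparison of Igf1 with Pacap, the clustering over all filtered probes and the correlation that joins linear fold ratios with equal variances. For each difference between settings below the cause was not tested, except where the setting itself tests fewer arrays or fewer probes.

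The direction of the r between the Igf1 and Pacap changes held in all settings run. The means of Igf1 and Pacap joined before the others in every clustering run. These all used the same quantile-normalized values, and none allowed for the signal-to-noise level. The r across the SRGs moved from 0.862 to 0.753 with array weights, 0.634 over all filtered probes, 0.946 with linear fold ratios and 0.946 with equal variances on the authors' value table and linear fold ratios. With a single array left out it ran from 0.687 (Pacap replicate 1), 0.719 (Pacap replicate 2), 0.773 (Pacap replicate 3) and 0.786 (Pacap replicate 4) to 0.902 (K5 replicate 1). Over all filtered probes, 8 arrays were nearest to an array of their own condition.

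The counts of probes past the threshold moved by over 1.5 times as follows. With a shift of the 75th percentile Igf1 gave 82 (31 higher and 51 lower), the common SRGs 56, the direct comparison 3 and Gip 5. With the authors' value table they gave 73 (28 and 45), 52, 3 and 4. With the median of each array alone there were 353 ARGs, 558 probes with Pacap (110 higher and 448 lower), 558 SRGs, 43 probes both ARG and SRG, 2 in the direct comparison and 7 with Gip; with Igf1 and for the common SRGs limma gave 0, with 3750 probes for Igf1 at an unadjusted p under 0.05. For Sp the shift of the 75th percentile gave 9038 higher and 3199 lower probes and the authors' value table 9074 and 3196, where quantile normalization gave 4637 and 5093; the median change of all probes with Sp moved from 0.09 to 0.55 and 0.56 (log2), and to 0.31 with the median of each array alone. No other comparison's median moved by over 0.1.

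An offset of 50 gave 175 probes with Igf1 (59 higher and 116 lower), 123 common SRGs and 74 in the direct comparison; for Gip limma gave 0, with 2336 at an unadjusted p under 0.05. Without the quality filter there were 2 probes with Igf1, 2 common SRGs and 12 in the direct comparison, and with a signal-to-noise ratio over 3 there were 14 with Igf1 and 12 common SRGs. Over the probes above the negative controls there were 210 with Igf1, 1643 SRGs and 147 common SRGs; for Gip limma gave 0, with 1952 at an unadjusted p under 0.05.

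The methods' Welch analysis of variance with Tukey's test gave 410 probes with Igf1, 627 with Pacap (357 higher and 270 lower), 299 in the direct comparison, 155 with Gip, 6258 with Sp, 309 common SRGs and 298 probes both ARG and SRG. Welch's t-test between groups gave 129 ARGs, 46 probes with Pacap (40 higher and 6 lower), 2 in the direct comparison, 1 with Gip, 4799 with Sp, 78 SRGs, 3 common SRGs and 10 probes both ARG and SRG. With equal variances on the authors' value table there were 1212 ARGs, 969 probes with Igf1, 466 in the direct comparison, 297 with Gip, 748 common SRGs and 454 probes both ARG and SRG. On quantile-normalized values these were 1180, 983, 576, 222, 786 and 503, with 1679 SRGs.

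With only the groups compared in the fit, which leaves fewer arrays to estimate the spread, there were 251 ARGs, 46 probes with Pacap, 86 SRGs, 1 common SRG and 18 probes both ARG and SRG; in the direct comparison limma gave 0, with 2101 at an unadjusted p under 0.05. With all 6 groups in the fit there were 951 ARGs, 185 probes with Igf1, 161 in the direct comparison, 123 common SRGs and 235 probes both ARG and SRG. Array weights gave 976 ARGs, 401 probes with Igf1, 568 with Pacap, 78 in the direct comparison and 116 common SRGs. A log2 fold change of at least 1 left 377 ARGs, 697 probes with Pacap, 32 in the direct comparison, 712 SRGs, 17 common SRGs and 70 probes both ARG and SRG. Counted as unique gene symbols there were 386 ARGs, 551 with Pacap, 16 in the direct comparison, 1 with Gip, 4746 with Sp, 562 SRGs and 59 both ARG and SRG.

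With the signal-to-noise level as a block there were 214 ARGs, 23 probes with Igf1, 17 in the direct comparison, 5869 with Sp and 60 probes both ARG and SRG. Among the arrays of the high level there were 191 probes with Pacap, 3 in the direct comparison and 193 SRGs. Among those of the low level there were 374 ARGs, 580 probes with Pacap and 3446 with Sp, each against a single K5 array that is assumed to vary like the other groups; for Pacap this is 1 array against 1 array. Fewer arrays are compared in these fits. The change of RGD1562844 with Pacap, on a probe below the negative controls in K5 and Pacap, reversed to -0.012 within the low level, from the same single arrays.

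Replicate numbers do not pair the arrays: the correlation of the residuals of arrays with the same number lay between -0.0323 and 0.0780. With the replicate number as a block limma gave 507 ARGs, 777 probes with Pacap, 10 in the direct comparison, 2 with Gip, 9703 with Sp, 777 SRGs and 121 probes both ARG and SRG, and 0 probes with Igf1 (4675 at an unadjusted p under 0.05) and 0 common SRGs. Numbers 1 and 2 against 3 and 4 as a block gave 215 probes with Igf1 and 142 common SRGs.

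With a single array left out, the ARGs ran from 407 (K5 replicate 4) and 408 (K25 replicate 3) to 787. Igf1 ran from 0 (Igf1 replicates 1 and 2, with 3940 and 3626 at an unadjusted p under 0.05 in limma) over 1 (K5 replicate 4), 4 (K5 replicate 3), 6 (K5 replicate 2), 7 (Igf1 replicate 3) and 23 (Igf1 replicate 4) to 98 (K5 replicate 1). Without K25 replicate 2 it was 0 in limma as well, with 4278 at an unadjusted p under 0.05, although that array only adds to the spread. Pacap ran from 502 (K5 replicate 4), 603 (K5 replicate 3) and 643 (K5 replicate 2) to 1059. The direct comparison ran from 8 (Igf1 replicates 2 and 3) over 14 (Igf1 replicate 4), 19 (Pacap replicate 3) and 31 (Igf1 replicate 1) to 88 (Pacap replicate 2). Gip ran from 2 to 6 (Gip replicate 1), Sp from 8229 to 9236, and the SRGs from 502 (K5 replicate 4), 603 and 643 (K5 replicates 3 and 2) to 1201. Common SRGs ran from 0 (Igf1 replicates 1 and 2) over 1 (K5 replicate 4), 3 (Igf1 replicate 3), 4 (K5 replicate 3), 6 (K5 replicate 2), 19 (Igf1 replicate 4) and 83 (K5 replicate 1) to 192 (Pacap replicate 1). Probes both ARG and SRG ran from 74 (K5 replicate 4) over 81 (K5 replicate 2), 89 (K25 replicate 3) and 95 (K25 replicate 1) to 235 (K5 replicate 1).

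The r between the changes in K5 and with the rescue depended most on the K5 arrays that both share. For Igf1 it moved over the ARGs to -0.301 with a shift of the 75th percentile and -0.287 with the authors' value table, and over all filtered probes to -0.425 and -0.419. For Pacap over all filtered probes these settings gave -0.367 and -0.362. With the K5 arrays split, the mean r reversed to 0.0563 for Igf1 over all filtered probes, and for Pacap to 0.00934 over the ARGs and 0.0337 over all filtered probes. The ARGs with Igf1 gave -0.106. Each of these r was higher in every split with K5 replicate 1 on 1 side than in every split with it on the other. With a single array left out, Igf1 over the ARGs ran from -0.487 (K5 replicate 1) and -0.374 (K5 replicate 2) to -0.0817 (K25 replicate 1), and over all filtered probes from -0.467 (K5 replicate 1), -0.408 (K5 replicate 2) and -0.394 (K5 replicate 4) to -0.289 (K25 replicate 3). Pacap over the ARGs ran from -0.445 (K5 replicate 1) to 0.0850 and reversed without K25 replicate 3 (0.0642), K5 replicate 4 (0.0458) or Pacap replicate 4 (0.0850). Over all filtered probes it ran from -0.438 (K5 replicate 1), -0.375 (K5 replicate 2) and -0.363 (K5 replicate 4) to -0.255 (Pacap replicate 4). Among the probes both ARG and SRG, more moved further from K25 than back in the settings tallied, except with array weights (95 back and 81 further) and with equal variances on quantile-normalized values (254 and 248). The fits with a single array left out were not tallied in this way.

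Of the gene lists, those past the threshold at the preset correlation that were not past it otherwise, by adjusted p, were depolarization-induced genes with Igf1 (0.0810 with an estimated correlation, 0.0766 with a shift of the 75th percentile, 0.0700 with the level as a block), FoxO targets with Igf1 (0.0810 estimated, 0.0608 with the level), olfactory receptors with Igf1 and Pacap (0.482 and 0.682 estimated), cAMP and Creb targets with Pacap (0.0810 estimated, 0.0762 shifted) and genes of dying granule neurons with Pacap (0.0840 estimated, 0.0719 shifted, 0.0572 with an offset of 50, 0.0518 with the level). Olfactory receptors in K5 against K25 passed with the level as a block (0.0245).

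For the named genes, 2758 of the values under alternatives fixed beforehand kept their direction and side of the threshold, 77 were newly past it and 346 no longer. With a single array left out these numbers were 1937, 11 and 244. A median in place of a mean of the spot's pixels was not run, because each file holds 1 of them, nor were a block for slide or day of scanning, which the files do not give. Signal over background limits the list at its dim end: 276 kept probes were above the negative controls on no array, and 74.9% were above them in all replicates of a condition.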

Differences from the paper's values

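The analyses of variance with equal variances were chosen only after the values were seen. Counts here are of probes, while the paper calls what it counts genes. The quality filter keeps the same number of probes here as in the paper. The numbers of SRGs, of probes changed with Pacap and of ARGs and SRGs together lie within 1.5 times the paper's.

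The paper gives 1212 ARGs and limma gave 614. Of 22 alternatives set before the data were examined, 2 come within 1.5 times the paper's value, all 6 groups in the fit (951) and array weights (976), and the others do not. The paper gives 968 genes changed with Igf1 and limma gave 39, and none of 22 such alternatives comes within that range. The highest of these are 410 with the methods' Welch analysis of variance with Tukey's test and 401 with array weights. The paper gives 748 SRGs common to Igf1 and Pacap and limma gave 29; none of 26 alternatives comes within that range, the highest being 309 with the same analysis of variance.

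The paper gives a correlation of 0.97 between the fold ratios with Igf1 and Pacap and the r of the log2 fold changes here was 0.862. Of 29 alternatives set before the data were examined, 3 lie within the spread: 0.902 without K5 replicate 1, 0.899 without K5 replicate 4 and 0.946 with linear fold ratios.

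An analysis of variance with equal variances and Tukey's test on the authors' value table, chosen after seeing the values, gives 1212 ARGs, 969 probes with Igf1, 1315 with Pacap, 1536 SRGs, 748 common SRGs and 2294 ARGs and SRGs together, and of the 72 genes of Figure 2 with a filtered probe it leaves 37 uncalled with Igf1 and 30 with Pacap on any probe. With it the r over the SRGs is 0.869 on the log2 scale. On quantile-normalized values, also chosen after seeing them, the same test gives 1180, 983 and 786 common SRGs. In limma 71 of these genes are uncalled with Igf1 and 49 with Pacap.

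In the text of the paper 48 genes with a filtered probe are given a direction under the rescue. Of these, 41 had that direction with Igf1 (85.4%) and 40 with Pacap (83.3%). Past the threshold in that direction were 0 with Igf1 and 13 with Pacap in limma, with 22 and 23 at an unadjusted p under 0.05. The paper has Actn4 raised (-0.22 with Igf1 and -0.51 with Pacap here, log2), Idh2 raised (-0.06 and -0.12 on the brightest probe, 1.39 and 0.98 on a dimmer one), Cacna1d raised (-2.43 and -0.63, and 0.24 and 0.91 on another probe) and Wnt7a raised (-0.41 and -0.13, and 0.40 and 0.46 on another probe). The paper also has Fcgr2a lowered (0.03 and 0.06 here) and Fos raised (-0.15 with Pacap), and its Figure 2 has Psme3 lowered (0.10 with Igf1). Of the genes for p90Rsk, which the paper has raised, Rps6ka3 gave -0.97 and -0.55 and Rps6ka6, above the negative controls on no Igf1 array, was at least 1.07-fold lower with Igf1 and gave -0.50 with Pacap, while Rps6ka1 gave 0.15 and 0.97.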

Other observations

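The tests of brighter spots, of the label of K5 replicate 1, of K5 replicate 1 as a K25 array and of the numbers 1 and 2 against 3 and 4 were chosen only after the result was seen.

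The signal-to-noise ratio has 2 levels among the arrays. The median signal of the high arrays was 1.13 times that of the low arrays, while the ratio differed 157-fold, which argues against brighter spots as the source. Among the arrays compared for the ARGs, all K25 arrays and K5 replicate 1 have the low level. Over the ARGs called without it, K5 replicate 1 carried 0.614 of the change of the other K5 arrays, and other K5 arrays held out carried 0.897, 1.02 and 0.939 (SD of the 4 values 0.175). The scan level may thus account for a part of the ARG changes, and that part cannot be told apart from the spread of a single array. The share of 0.614 argues against K5 replicate 1 as a K25 array labelled K5, since K25 arrays held out carried at most 0.117. Its mean r was 0.806 with its own condition and 0.858 with K25, a difference of -0.0524, so that a wrong label of another kind cannot be told apart from the shared level. Fewer granule neurons in the K5 cultures could not be tested well: the astrocyte list gave an adjusted p of 0.916 in K5 against K25.

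Chance can be excluded for the ARGs (614 probes, 1 of 35 splits, highest other 120) and for Pacap (1072, 1 of 35, highest other 4). In 100 drawn regroupings of the arrays it can be excluded for the SRGs (1082, 1 of 100, highest other 704). For the probes both ARG and SRG (143, 1 of 100, highest other 0) the regroupings shuffled the arrays of all 4 conditions. This takes apart the ARGs and the SRGs themselves, so the test cannot decide whether the 2 lists overlap by chance. For Igf1 (39, 1 of 35, highest other 1) and the common SRGs (29, 1 of 100, highest other 1) the splits exclude chance only in how the arrays are grouped. Simulated unchanged groups, with each probe's spread as measured in each group, gave more calls than the regrouped arrays: 27.2 with Igf1 (10 to 51), 116 with Pacap (72 to 162), 36.1 ARGs (6 to 63) and 15.6 common SRGs (5 to 28). The Igf1 count of 39 lies within that range, so unequal spreads between groups may account for it, and the common SRGs lie 1 above it. The simulations take the measured SDs as the true spreads, which can make the groups more unequal. They therefore cannot decide between unequal spreads and an effect of Igf1. The regrouping with 704 probes put replicates 1 and 2 of Igf1 and of Pacap together, as did the split with 22, and the split with 120 joined K25 replicates 1 and 2 with K5 replicates 1 and 3. The split that joined replicates 1 and 2 of K25 and of K5 gave 0 probes. On the first principal component of the 16 arrays, K25 replicates 1 and 2 had scores of 116 and 112 and replicates 3 and 4 of 47.6 and 52.8, so that the K25 arrays part by replicate number. With numbers 1 and 2 against 3 and 4 as a block, 215 probes passed with Igf1 (69 higher and 146 lower), 709 were ARGs and 1284 passed with Pacap.

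The K5 arrays shared by the comparisons could give an overlap of the Igf1 and Pacap changes by themselves. The covariance of the changes was 0.334, over the range of the simulated unchanged groups, and with separate K5 arrays the lowest r over all filtered probes was 0.144, which argues against the shared K5 arrays as the whole cause. For the reversal of ARGs by the rescue the highest r with separate K5 arrays was 0.149, so that shared K5 arrays may be the source of the negative correlations across all filtered probes. The sign, however, followed the side on which K5 replicate 1 fell. With it on 1 side r was -0.0433 to -0.00746 for Igf1 and -0.0529 to -0.00745 for Pacap. On the other side r was 0.131 to 0.149 and 0.0959 to 0.106. The splits thus cannot tell the sharing of arrays apart from the signal-to-noise level of that array. The spread among the Igf1 arrays was not the larger one: the median SD was 0.299 among them and 0.448 among the Pacap arrays, a ratio of 0.667. The model pools the spread over the groups, so that it enters both comparisons alike. The ratio therefore cannot decide why fewer probes were called with Igf1 than with Pacap. The cause of the difference in counts stays open.

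Olfactory receptor probes lay below the range of matched random lists (percentile 0 with Igf1 and 0 with Pacap), which argues against the behaviour of dim probes as the source of their lower median. In K5 against K25 their median was 0.07, above the matched range of -0.05 to 0.02. Chance cannot be excluded for the list as a whole: with Igf1 6 of 35 splits gave a camera p as small (2.83e-04, smallest other 5.12e-06) and with Pacap 20 of 35 (0.0113, smallest other 1.03e-06).

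Of the lists set in advance, in K5 against K25 the cAMP and Creb targets lay lower (adjusted p = 8.62e-06, median log2 change -0.46, 4 of 15 genes higher; 0.00357 with an estimated correlation) and the genes of dying granule neurons higher (5.48e-05, median 0.76, 9 of 13 genes higher; 0.00548 estimated). With Pacap the depolarization-induced genes lay higher (0.00571, median 0.39, 14 of 19 genes; 0.0243 estimated). With Pacap the cAMP and Creb targets (0.0485, 11 of 15 genes higher) and the genes of dying granule neurons (0.0485, 9 of 13 higher) also passed, and with Igf1 depolarization-induced genes (0.0485, 16 of 19 higher) and, lower, FoxO targets (0.0454, 3 of 12 higher), none of which held with an estimated correlation. A permutation test was run over the splits of the arrays, with camera's p as the measure. The true grouping ranked first for cAMP and Creb targets in K5 against K25 (permutation test, p = 1.04e-06, 1 of 35 splits, smallest other 1.83e-04). It also did for dying granule neurons in K5 against K25 (8.30e-06, 1 of 35, 9.49e-04) and with Pacap (0.0206, 1 of 35, 0.0338). Depolarization-induced genes with Pacap ranked first as well (0.00139, 1 of 35, 0.00280). A share of 1 of 35 (0.0286) is the lowest that this permutation test can give. The number of lists was not corrected for, so the test alone cannot exclude chance for these lists. Nor can chance be excluded for cAMP and Creb targets with Pacap (0.0184, 2 of 35, 0.0141). The same holds with Igf1 for depolarization-induced genes (0.0199, 2 of 35, 0.0104) and FoxO targets (0.0151, 2 of 35, 0.0117). The genes that the paper names were chosen on these arrays, so their splits decide nothing about chance: those named as raised gave 1 of 35 splits in K5 against K25 (smallest other p 0.0105), 2 with Igf1 (1.92e-05) and 1 with Pacap (1.08e-04), and those named as lowered 1 with Igf1 (4.18e-07) and 1 with Pacap (7.15e-05).

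The other results of the lists did not pass, by adjusted p in K5 against K25, with Igf1 and with Pacap: astrocytes (0.916, 0.844 and 0.300), microglia (0.692, 0.844 and 0.690), granule neurons (0.779, 0.629 and 0.968) and sterol synthesis (0.182, 0.0975 and 0.381). Depolarization-induced genes in K5 against K25 gave 0.830, FoxO targets 0.779 there and 0.112 with Pacap, olfactory receptors 0.196 and the genes named as lowered 0.844 there, cAMP and Creb targets 0.844 with Igf1 and genes of dying granule neurons 0.285 with Igf1.

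Among ARGs moved back past the threshold with Pacap and not with Igf1 were Fam43a, Nr4a1 and Rpl34, the last by -1.43 on the log2 scale after a rise of 1.48 in K5. With Igf1 they changed in the same direction (0.55, 0.45 and -1.21). The gene Igf1 itself had log2 fold changes of -1.30 with Igf1 and -1.79 with Pacap (adjusted p = 0.0491), a call that held in 3 of the 8 fits that leave out 1 array.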
